# 3D organization of regulatory elements for transcriptional regulation in *Arabidopsis*

**DOI:** 10.1186/s13059-023-03018-4

**Published:** 2023-08-07

**Authors:** Li Deng, Qiangwei Zhou, Jie Zhou, Qing Zhang, Zhibo Jia, Guangfeng Zhu, Sheng Cheng, Lulu Cheng, Caijun Yin, Chao Yang, Jinxiong Shen, Junwei Nie, Jian-Kang Zhu, Guoliang Li, Lun Zhao

**Keywords:** Chromatin architecture, Transcriptional regulation, ChIA-PET, *Arabidopsis*

## Abstract

**Background:**

Although spatial organization of compartments and topologically associating domains at large scale is relatively well studied, the spatial organization of regulatory elements at fine scale is poorly understood in plants.

**Results:**

Here we perform high-resolution chromatin interaction analysis using paired-end tag sequencing approach. We map chromatin interactions tethered with RNA polymerase II and associated with heterochromatic, transcriptionally active, and Polycomb-repressive histone modifications in *Arabidopsis*. Analysis of the regulatory repertoire shows that distal active *cis*-regulatory elements are linked to their target genes through long-range chromatin interactions with increased expression of the target genes, while poised *cis*-regulatory elements are linked to their target genes through long-range chromatin interactions with depressed expression of the target genes. Furthermore, we demonstrate that transcription factor MYC2 is critical for chromatin spatial organization, and propose that MYC2 occupancy and MYC2-mediated chromatin interactions coordinately facilitate transcription within the framework of 3D chromatin architecture. Analysis of functionally related gene-defined chromatin connectivity networks reveals that genes implicated in flowering-time control are functionally compartmentalized into separate subdomains via their spatial activity in the leaf or shoot apical meristem, linking active mark- or Polycomb-repressive mark-associated chromatin conformation to coordinated gene expression.

**Conclusion:**

The results reveal that the regulation of gene transcription in *Arabidopsis* is not only by linear juxtaposition, but also by long-range chromatin interactions. Our study uncovers the fine scale genome organization of *Arabidopsis* and the potential roles of such organization in orchestrating transcription and development.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-023-03018-4.

## Background

The spatial organization of the genome has a profound impact on transcriptional regulation [1–5]. The 3D genome architecture is widely studied using chromatin interaction mapping approaches. For example, Hi-C and its variants capture genome-wide chromatin interactions [6–13], while ChIA-PET, PLAC-seq, and HiChIP identify target protein-mediated chromatin interactions at nucleotide/binding site resolution through chromatin immunoprecipitation (ChIP) [14–18]. In mammals, chromatin is folded into multi-scale organization, including chromatin loops, architectural stripes, topologically associating domains (TADs)/chromatin contact domains (CCDs), and compartments with various features [19–21]. In contrast, Hi-C studies revealed a different hierarchical organization in plants [22–36], probably due to the absence of the architectural protein CCCTC-binding factor (CTCF), and considerable variations in chromosome number and length, genome size and composition. TAD-like structures had been identified in a broad range of plant species [22, 24, 26–29, 32–36]. In *Arabidopsis*, the TAD-like structures were proposed to correspond to heterochromatic compartments and Polycomb repressive histone modifications-associated interacting domains, suggesting that they should rather be referred to as compacted chromatin domains, as they are not functionally equivalent to TADs in animals [23, 25, 36–38]. In mammals, recent studies revealed that ectopic inter-TAD contacts can occur when CTCF binding at boundaries is abrogated or diminished, and novel loops can lead to misexpression of important genes and severe phenotypical consequences [39–41]. High-throughput methods that aim for systematic identification of chromatin loops, such as ChIA-PET and HiChIP, were recently applied to rice and maize, which confirmed extensive chromatin loops connecting proximal and distal *cis*-regulatory elements (CREs) linking gene expression and key agronomic traits [42–44]. These results provide evidence for the widespread existence of chromatin loops that act over long genomic distances to influence gene expression and phenotypes in plants. However, these fine-scale structures and their effects on transcriptional regulation and development in the model plant *Arabidopsis* remain largely unexplored.

*Trans*-regulatory factors and CREs shape chromatin interaction landscape and coordinate genome transcription [12, 45, 46]. CREs are devoid of nucleosomes, thereby rendering chromatin accessible for transcription factor (TF) binding. Accessible chromatin regions or DNase I hypersensitive sites (DHSs) are the hallmark of regulatory DNA in eukaryotic genomes, and the assay for transposase-accessible chromatin using sequencing (ATAC-seq) and DNase I hypersensitivity mapping have been extensively employed to delineate *cis*-regulatory DNA at nucleotide resolution in *Arabidopsis* [47–51]. CREs are divided into two clusters, proximal regulatory elements (PREs, such as promoters) and distal regulatory elements (DREs, such as enhancers and repressors). However, due to limitations of conventional Hi-C, the long-range target genes of the distal regulatory elements are largely unknown. Structural details about the accurate spatial positioning of these factors for genome transcription activation or repression remain to be explored by higher-resolution approaches in *Arabidopsis*.

The organization of functionally related genes ("operon-like" gene clusters) throughout genome is far from random in eukaryotes, which presents an ideal opportunity to understand the spatial positioning of genes that affects their transcriptional activity as well as to understand the underlying principles of the higher-order genomic architectures regulating specific biological processes [52–54]. Flowering is one of the most crucial events in the plant life cycle. The change from adult to reproductive stage is controlled by floral induction pathways [55] that converge on the upregulation of floral pathway integrators in the shoot meristem, which trigger conversion from a vegetative to an inflorescence meristem identity [56, 57]. Although many key regulators of floral induction and inflorescence meristem identities have been identified in *Arabidopsis*, it is still not clear how they are organized in the context of the promoter/enhancer-centered transcriptional activation network or repressor-mediated transcriptional repression network, and how chromatin conformation relates to their transcriptional activity in *Arabidopsis*.

Recent studies revealed that the genomes of mammals, *Drosophila*, and rice are folded into different spatial subdomains with distinct epigenetic states: transcriptionally active, inactive, and Polycomb-repressive [8, 44, 58–61]. Here, we employed the ChIA-PET approach to investigate the 3D organization of *Arabidopsis* genome with different epigenetic states at peak/binding site resolution. We then dissected the chromatin loops in order to probe how CREs and TFs are organized in the complex milieu of *Arabidopsis* chromosomes and to explore the links between this refined scale of 3D genome architecture and transcriptional regulation. Our comprehensive 3D genome map serves as a valuable resource and provides a deeper understanding of the complex transcription and development regulatory network.

## Results

### Mapping multiscale 3D genome organization in *Arabidopsis*

To effectively interrogate high-resolution 3D genome organization in *Arabidopsis* that is largely inaccessible by conventional Hi-C approaches, we captured chromatin loops involved in active genes/transcription, Polycomb-repressive regions, and heterochromatin regions by analyzing H3K4me3, RNAPII and H3K4me1, H3K27me3, and H3K9me2 ChIA-PET data, respectively (Fig. 1a, Additional file 1: Fig. S1). We generated a total of 308 million uniquely mapped paired-end tags from total ChIA-PET libraries (Additional file 2: Table S1). Given the high reproducibility (> 0.95) of biological replicates for each ChIA-PET dataset category (Additional file 1: Fig. S1), we combined the replicate data for further analysis. To confirm the robustness of ChIA-PET and the existence of the chromatin interactions, three paired anchor loci involved in chromatin interactions were validated by DNA fluorescence in situ hybridization (FISH) in *Arabidopsis* seedling nuclei. As expected, DNA FISH confirmed a high frequency of interaction between the two anchor loci than randomly selected regions (Fig. 1b, Additional file 1: Fig. S2a, Additional file 3: Table S2).

**Fig. 1:**
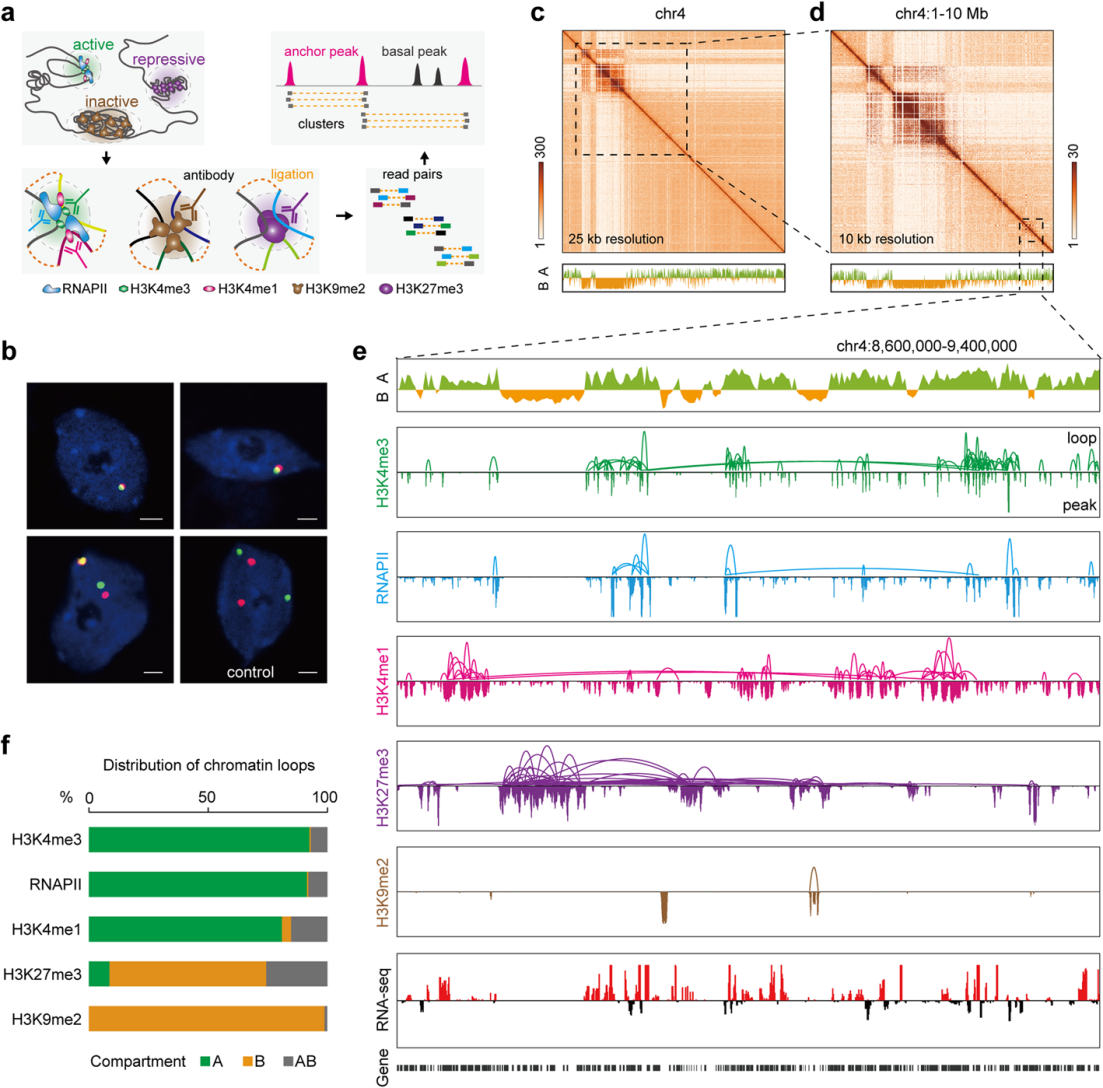
ChIA-PET analysis defines chromatin interactions in *Arabidopsis*. **a** Cross-linked chromatin was fragmented, subjected to ChIP enrichment of three types of representative chromatin marks in *Arabidopsis*, namely transcriptionally active (H3K4me3, RNAPII, and H3K4me1), Polycomb-repressive (H3K27me3), and heterochromatic (H3K9me2), followed by proximity ligation. Deoxyribonucleic acid constructs consisting of two tags from interacting DNA fragments were sequenced. Overlapping regions of inter-ligation paired-end tags (PETs) were used to define chromatin interactions. Anchor peak, a ChIP-seq peak involved in chromatin interaction; basal peak, a ChIP-seq peak not involved in chromatin interaction (see Additional file 2: Table S1 for details). **b** Examples of DNA FISH-analyzed nuclei. Anchor regions are stained red and green, whereas DNA is stained blue. Bar = 2 µm. **c**, **d** Upper: ChIA-PET interaction heatmaps of chromosome 4 at 25 and 10 kb resolution. The graphs are from the combined ChIA-PET data. Lower: A/B compartments. The graphs show the A (green histogram) and B (orange histogram) compartments represented by the first eigenvector from principal component analysis (PCA). **e** Compartments, and chromatin loops and binding peaks of the indicated factor in the box region of panel (**d**). The data tracks show A/B compartments, chromatin loops, profiling of representative histone modifications and RNAPII occupancy, and gene transcription. Of the RNA-seq track, the red and black wiggle plots represent forward and reverse strand RNA-seq reads, respectively. **f** Distribution of the indicated factor-connected interactions among compartments A and B and across A-B

In addition to distinguishing chromatin loops with separate representative chromatin states at binding site resolution, it is theoretically possible to reconstruct comprehensive genome architecture by combining all categories of the ChIA-PET data, similar to the Hi-C approach (Fig. 1a, Additional file 1: Fig. S3a). In a side-by-side comparison of pooled ChIA-PET to the high-depth Hi-C data [62] in *Arabidopsis*, ChIA-PET recapitulated all the reported chromatin structures such as compartments and *KNOTs* with comparable data quality (Fig. 1c–e, Additional file 1: Fig. S3a). In addition, ChIA-PET captured extensive RNAPII- and histone modification-associated chromatin loops (Additional file 1: Fig. S3b), which allow us to investigate the features and functions of these chromatin loops in subsequent analysis.

To identify the architectural features of the combined ChIA-PET data, we performed the aggregate chromosome analysis (ACA) [63], whereby contact maps for each chromosome are rescaled, summed, and used to score each feature in an unbiased manner. The ACA map exhibited prominent contacts within and between centromeres, and marginally frequent chromatin interactions both between the two telomeres of each single chromosome and among telomeres of different chromosomes (Additional file 1: Fig. S2b), which suggests that *Arabidopsis* chromosomes adopt a Rabl-like configuration, at least in some developmental stages or types of cells, similar to previous studies [23, 64].

Principal component analysis using the combined ChIA-PET data revealed that the *Arabidopsis* genome was partitioned into two categories of compartments (A and B) (Fig. 1c–e, Additional file 1: Fig. S4), which are Hi-C-defined megabase-scale domains. Compared with B compartments, A compartments exhibited significantly higher peak intensities of active histone marks (H3K4me3, H3K9ac, H3K27ac, and H3K4me1) and RNAPII, as well as significantly higher DNase I signal and transcript levels (Additional file 1: Fig. S5). In contrast, the peak intensities of heterochromatic (H3K9me2) and repressive (H3K27me3) marks were significantly lower in A compartment than those in B compartment (Additional file 1: Fig. S5). Accordingly, A compartments, which covered ~ 57% of the *Arabidopsis* genome, were significantly enriched with active chromatin loops (*n* = 12,230, 93% of H3K4me3; *n* = 7,207, 91% of RNAPII; *n* = 8,464, 81% of H3K4me1) and had fewer Polycomb-repressive (*n* = 431, 9% of H3K27me3) and inactive (*n* = 9, 0.1% of H3K9me2) chromatin loops than B compartments (Fig. 1f).

TADs are sub-megabase scale domains defined by Hi-C and are conserved between different cell types and across mammalian species [20]. TAD-like regions were also detected in rice, wheat, cotton, and several other plant species [65]. With careful scrutiny of our combined ChIA-PET data, TAD-like structures were not prominent in the *Arabidopsis* genome (Additional file 1: Fig. S3a), consistent with previous Hi-C studies [25, 31]. The strongest interactions were exhibited by the blocks of centromeric/pericentromeric heterochromatin, both among sequences within the same centromere/pericentromere and between sequences of different centromeres/pericentromeres (Additional file 1: Fig. S3a). This is in line with previous observations that *Arabidopsis* chromosomes interact extensively through their centromeric/pericentromeric regions, which is visible by light microscopy [25, 66–68]. Loop visualization showed that almost all heterochromatin interaction domains were enriched with H3K9me2-associated loops but lacked transcriptional- and Polycomb-repressive-associated chromatin contacts (Additional file 1: Fig. S4). Active transcriptional- and Polycomb-repressive region-associated chromatin contacts were enriched in the chromosome arms (Fig. 1e), indicating that chromosome arm regions are spatially separated from centromeric/pericentromeric regions and form distinct spatial interacting modules in the nucleus.

Together, our ChIA-PET data not only recapitulated the high-order organization of *Arabidopsis* genome, as well as the spatial separation of the euchromatin and heterochromatin for different epigenetic states at low resolution, but also detected chromatin loops connecting the target protein-bound and histone modification-associated DNA elements at high resolution.

### Characterization of distinct *Arabidopsis* chromatin loops

The resolution gap between 1 and 3D genome maps and the scarcity of known features of chromatin loops significantly limited our understanding of the genome architecture and transcriptional regulation. Taking advantage of the ChIA-PET resolution, we next searched for features underlying chromatin loops to probe the relevance of 3D genome architecture in transcriptional regulation.

Global chromatin connectivity maps contained ~ 59,000 long-range interactions with various chromatin properties (Additional file 2: Table S1). Of the total 14,063 H3K4me3-binding sites, ~ 68% served as anchors involved in chromatin interactions; and ~ 43% of 10,622 RNAPII, 45% of 14,361 H3K4me1, 55% of 5,790 H3K27me3, and 68% of 4,169 H3K9me2 binding sites also served as anchors (Additional file 1: Fig. S6a). We identified 13,220 H3K4me3-, 7,885 RNAPII-, 10,506 H3K4me1-, and 5,020 H3K27me3-associated intrachromosomal interaction loops (Additional file 2: Table S1). These loops were enriched in the chromosome arms and possessed two loop spans: on one side of the chromosome arm (~ 3–100 kb and ~ 1–10 Mb) and across the centromere (> 10 Mb) (Fig. 2a, b, Additional file 1: Fig. S7, S8, and S10). By contract, H3K9me2 loops were enriched in the centromeric/pericentromeric regions with a medium loop span (~ 39–341 kb; median width, 105 kb) (Fig. 2a, b, Additional file 1: Fig. S9). Of note, the distribution pattern of chromatin loops in *Arabidopsis* differs from those in rice, in which most H3K4me3 intrachromosomal interaction loops were shorter than 1 Mb and formed local chromatin domains (Additional file 1: Fig. S7) whereas broader span loops (1–10 Mb) formed H3K9me2-associated chromatin domains (Additional file 1: Fig. S9) [44]. These observations highlight the pronounced difference in chromosome configurations in the two different model plants.

**Fig. 2:**
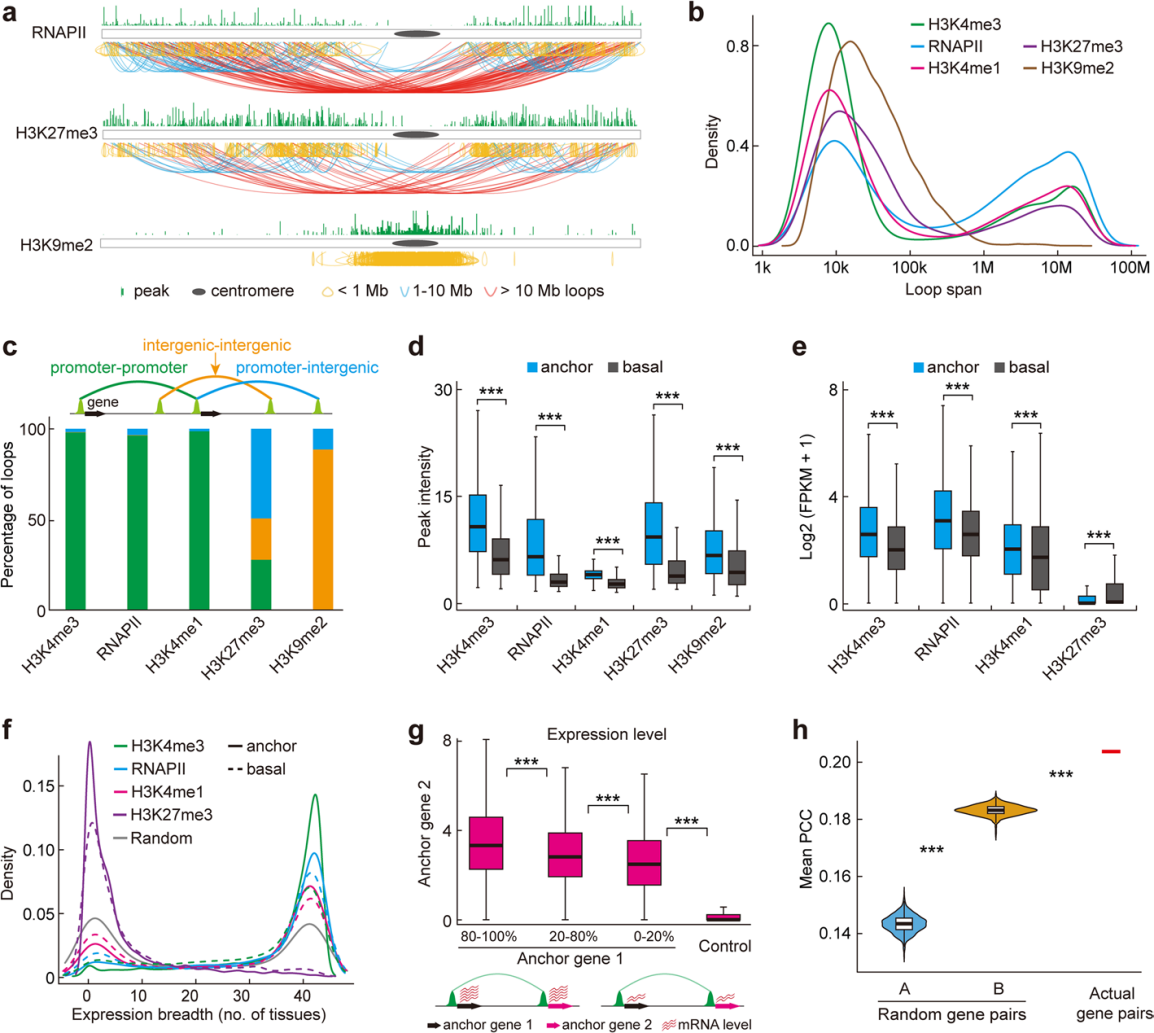
Characterization of ChIA-PET loops. **a** Global views of intrachromosomal interactions tethered by RNAPII, H3K27me3, and H3K9me2 of chromosome 3 in *Arabidopsis*. Green peaks above chromosomes indicate binding sites, and curves under chromosomes indicate chromatin interactions. Yellow, blue, and red curves indicate interaction spans smaller than 1 Mb, between 1 to 10 Mb, and larger than 10 Mb, respectively. **b** Loop span distribution of interactions connected by the indicated factors. **c** Percentages of promoter-promoter, intergenic-intergenic, and promoter-intergenic interactions mediated by the indicated factors. The regions of 1 kb upstream to 0.5 kb downstream of the transcription start site (TSS) of annotated protein-coding genes were defined as promoters. Intergenic regions referred to the regions excluding 1 kb upstream of the TSS to the transcription termination site. **d** Boxplot for intensities of the indicated factor-associated anchor peaks and basal peaks. ***p < 0.001 from Wilcoxon test. **e** Expression levels of the indicated factor-associated anchor genes and basal genes. ***p < 0.001 from Wilcoxon test. **f** Expression breadth (defined as the number of tissues in which a transcript is detected) of the indicated factor-associated anchor genes and basal genes. Random genes served as control. **g** Expression levels of the paired active anchor genes. Anchor genes from H3K27me3 and H3K9me2 loops served as control. We sorted the gene expression levels from high to low and divided them into three categories: 80–100%, 20–80%, and 0–20%. More red wavy lines indicate higher expression. ***p < 0.001 from Wilcoxon test. **h** Co-expression analysis of the active anchor gene pairs. The mean Pearson correlation coefficient (PCC) of anchor gene pairs is much higher than that of both randomly simulated gene pairs A and randomly selected active anchor gene pairs B, which have the same physical distance as anchor gene pairs. ***p < 2.2e-16 from Wilcoxon test

Three categories of chromatin interactions were identified based on the genome distribution of anchors: promoter-promoter interaction, promoter-intergenic interaction, and intergenic-intergenic interaction (Fig. 2c, Additional file 1: Fig. S6b). Approximately 88% of H3K9me2 loops were intergenic-intergenic interactions, whereas the vast majority (> 96%) of the active chromatin interactions were promoter-promoter interactions, and H3K27me3 was associated with all three interaction categories (Fig. 2c). The peak intensity of all three categories of anchor sites and the expression levels of active anchor genes tended to be higher than those not involved in interactions (basal sites) (Fig. 2d, e). We further adopted the transcriptome data from 43 different tissues (Additional file 4: Table S3) to characterize the expression patterns (including expression breadth and cooperative transcription) of the basal and anchor genes defined in seedlings. We found that the active anchor genes showed wider expression breadth than the active basal genes (Fig. 2f). These results indicated that higher expressed genes tend to be universally expressed and involved in chromatin interactions. However, more Polycomb-repressive anchor genes were in tissue-specific categories compared to Polycomb-repressive basal genes (Fig. 2f). In addition, the paired active anchor genes were simultaneously highly expressed (Fig. 2g, Additional file 1: Fig. S6c–e), and the mean Pearson correlation coefficient of active anchor gene pairs was far beyond that of randomly simulated gene pairs with the same physical distance (Fig. 2h), suggesting that chromatin looping contributes to the co-expression of interacting gene pairs. We also investigated the transcriptional activity of active anchor genes with chromatin loops spanning or not spanning H3K27me3 and/or H3K9me2 peaks. No significant difference in expression levels of active anchor genes with loop regions covered by or not covered by H3K27me3 and/or H3K9me2 peaks were found (Additional file 1: Fig. S6g), suggesting that H3K27me3 and H3K9me2 within loop region had no significant effect on the transcriptional regulation of active anchor genes. In summary, ChIA-PET contact maps at peak/binding site resolution bring previously obscured chromatin loops into sharp focus, and these finer-scale structures may facilitate coordinated transcription.

### Interweaving modular chromosome interacting domains (CIDs) form *Arabidopsis* genome architecture

To dissect the associations among different types of epigenetic mark-associated long-range chromatin interactions, we first investigated the relationships between these anchors. H3K4me3-, RNAPII-, and H3K4me1-associated chromatin interactions shared the most anchors (Fig. 3a). Thus, we combined H3K4me3, RNAPII, and H3K4me1 datasets to reconstruct active mark-associated chromosome interacting domains (AIDs). H3K27me3-marked Polycomb targets established physical interactions forming chromatin repressive domains, which had a small fraction of anchor genes overlapped with active mark-associated anchor genes, whereas H3K9me2-marked heterochromatin domains showed almost no overlap with active or Polycomb-repressive mark-associated anchor genes (Fig. 3a), indicating that domains holding distinct epigenetic properties are relatively independent topological units.

**Fig. 3:**
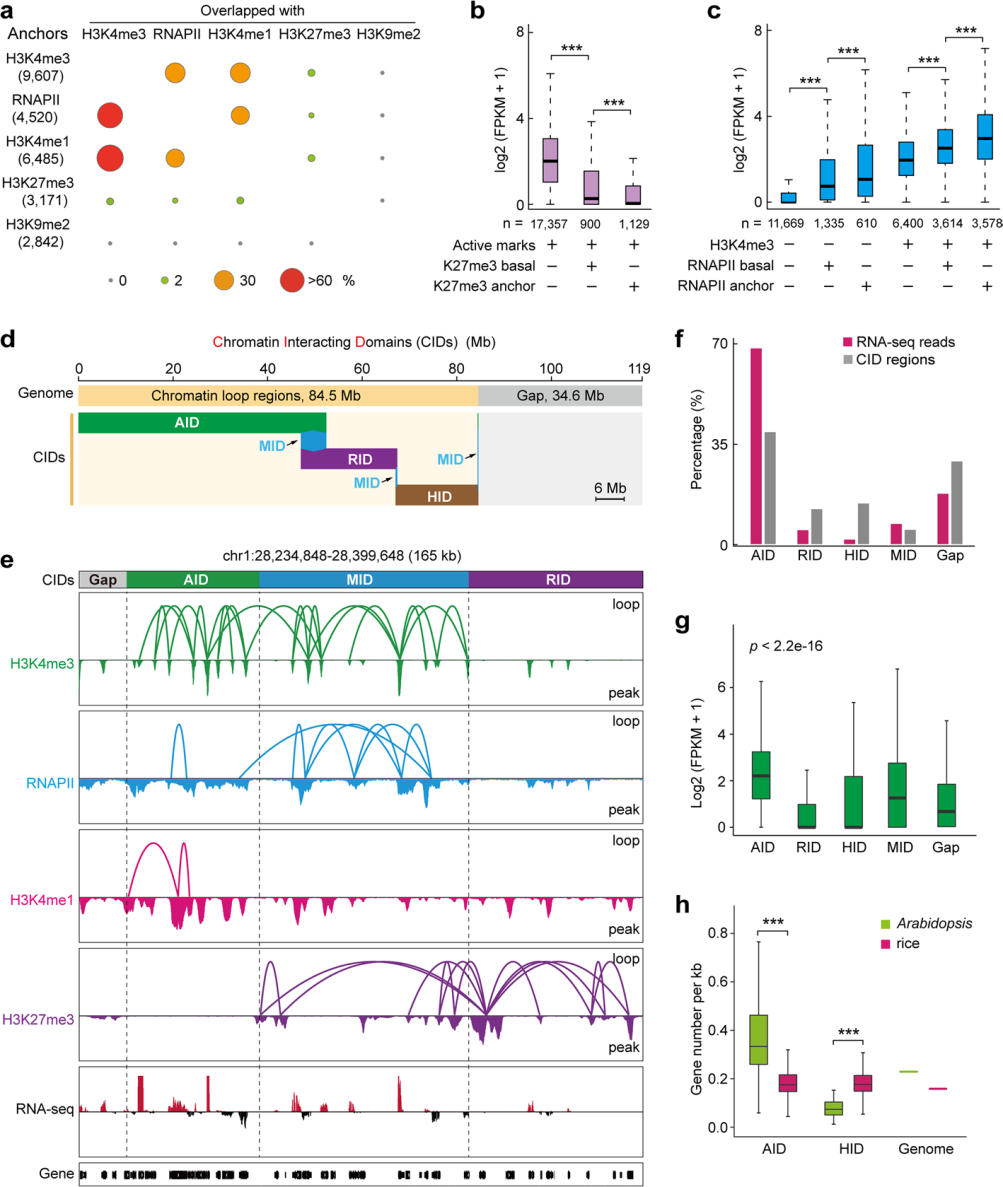
High-order chromatin organization and its transcriptional implications. **a** Overlapping of different types of histone modification and RNAPII determined anchor peaks. The number of anchor peaks for a given histone modification and RNAPII are shown on the left. The percentages of overlap between two indicated factor determined anchor peaks is represented by the area of the circle. **b**, **c** Expression levels among genes with different binding (basal) and interaction (anchor) patterns. ***p < 2.2e-16 from Wilcoxon test. **d** Bar chart of genomic coverage by different chromatin interacting domains (CIDs). CIDs cover 71% of the *Arabidopsis* genome, whereas a minor portion is represented by gap regions with no covering by chromatin interactions (35 Mb, 29%). AID (active interacting domains), 47 Mb, 39%; RID (repressive interacting domains), 15 Mb, 12%; HID (heterochromatin interacting domains), 17 Mb, 14%; and MID (mix interacting domains), 6 Mb, 5%. **e** Browser view of different CIDs showing interval arrangement. The data tracks show CIDs, chromatin loops, profiling of representative histone modifications and RNAPII occupancy, and gene transcription. Within the CID-associated genomic landscape, different CID module categories represent distinct transcriptional activities. **f** Percentage of RNA-seq reads mapped to the indicated CID regions. **g** Boxplot for transcription levels of anchor genes in four CID categories. Genes from gap regions served as control. *p* < 2.2e-16 from Kruskal–Wallis test. **h** Gene density of the AID and HID in *Arabidopsis* and rice. Genome, gene density of genome. ns, no significant difference. ***p < 2.2e-16 from Wilcoxon test

We then proceeded to investigate the effects of active- and H3K27me3-associated chromatin interactions on gene transcription. The bivalent genes modified simultaneously with active marks and H3K27me3 displayed lower expression levels than genes with active mark alone (Fig. 3b). In addition, bivalent genes marked with anchor H3K27me3 showed lower expression than those marked with basal H3K27me3 (Fig. 3b). These results suggest that both H3K27me3 enrichment and/or H3K27me3-associated spatial connectivity exert repressive effects on gene transcription. Next, we explored the relationship between H3K4me3- and RNAPII-associated chromatin interactions and their roles in gene transcription. In contrast to genes without the detected active marks, which showed extremely low or no expression, genes occupied by basal RNAPII showed relatively higher expression, which was nevertheless lower than those occupied by anchor RNAPII (Fig. 3c). Furthermore, compared with genes marked with H3K4me3 only, genes occupied by basal and anchor RNAPII along with H3K4me3 showed significantly higher and highest expression levels, respectively (Fig. 3c). Similarly, basal and anchor H3K4me3 was closely tied to incremental effects on gene transcription, which was associated with or without RNAPII occupancy (Additional file 1: Fig. S11), suggesting that RNAPII- and H3K4me3-associated spatial connectivity cooperatively facilitate transcription.

Chromatin interactions further aggregated into higher-order clusters. Based on connectivity and contact frequency, the *Arabidopsis* genome architecture was separated into distinct independent spatial interacting modules. The AID (47 Mb, 39% of the genome), RID (15 Mb, 12%), and HID (17 Mb, 14%) regions refer to active mark-, H3K27me3-, and H3K9me2-associated CIDs, respectively, while the mixed interacting domains (MIDs) refer to heterogeneous chromosome interacting modules (Fig. 3d, e, Additional file 1: Fig. S12a). Distinct CIDs were arranged in intervals in *Arabidopsis* chromosomes with HIDs enriched in centromeric and pericentromeric regions (Additional file 1: Fig. S12b). The greatest transcription abundance (69%) and expressed genes (60%) were enriched in the active mark-related modules (Fig. 3f, Additional file 1: Fig. S12c). We also investigated the transcriptional activity of anchor genes in different CIDs and found that the transcriptional levels of anchor genes in different modules were correlated with the percentages of RNA-seq reads (Fig. 3g), suggesting that the spatially separated modules are independent transcriptional units. Of note, AID regions displayed a higher gene density in *Arabidopsis* than in rice; in contrast, HID regions displayed a lower gene density in *Arabidopsis* compared with rice (Fig. 3h). These observations are in line with the fact that, in *Arabidopsis*, HIDs were exclusively enriched in centromeric and pericentromeric regions, whereas approximately 20% of HIDs were located at euchromatin in rice (Additional file 1: Fig. S9), suggesting a substantial difference in the chromatin organization between these two model plants.

### Definition of CREs with distinct chromatin signatures

To delineate the spatial organization of the regulatory DNA landscape and explore their implications on gene transcription, we generated ATAC-seq data to define the accessible chromatin regions, also known as CREs (Additional file 1: Fig. S13a, b), and performed a comprehensive analysis by combining these accessible chromatin regions, chromatin interactome and transcriptome data. Of the total 26,314 CREs, ~ 61% were located in promoters (1 kb upstream to 0.5 kb downstream of transcription start sites (TSS)) and were defined as proximal CREs or PREs, ~ 29% were located in intergenic regions and were defined as distal CREs or DREs, and the remaining sites were regarded as intragenic CRE (Fig. 4a). Using ChromHMM [59], we established a 11-chromatin state (CS) model, including several combinatorial patterns of CREs and histone modifications (active for CS3 and CS6; repressive/poised for CS8; and CREs alone for CS7) (Fig. 4b). Of the total CREs, most (80%) were active, small proportions were bivalent (7%) and poised (13%) (Fig. 4c), and the two H3K27me3-associated CSs were previously unreported in plants. The same categories of anchor and basal CREs defined based on chromatin interactions showed similar epigenomic properties: active PREs were flanked by active histone marks, whereas active DREs coexisted with none of the examined marks, consistent with the previous concept that active histone marks are not hallmarks of enhancers in plants [47]; bivalent PREs were flanked by active histone marks and H3K27me3 simultaneously and both poised PREs and DREs were flanked with H3K27me3 only (Fig. 4d, 5a, Additional file 1: Fig. S13c). Remarkably, H3K9me2 and DNA methylation were generally excluded from CRE regions (Fig. 4d, Additional file 1: Fig. S13c, S14a).

**Fig. 4:**
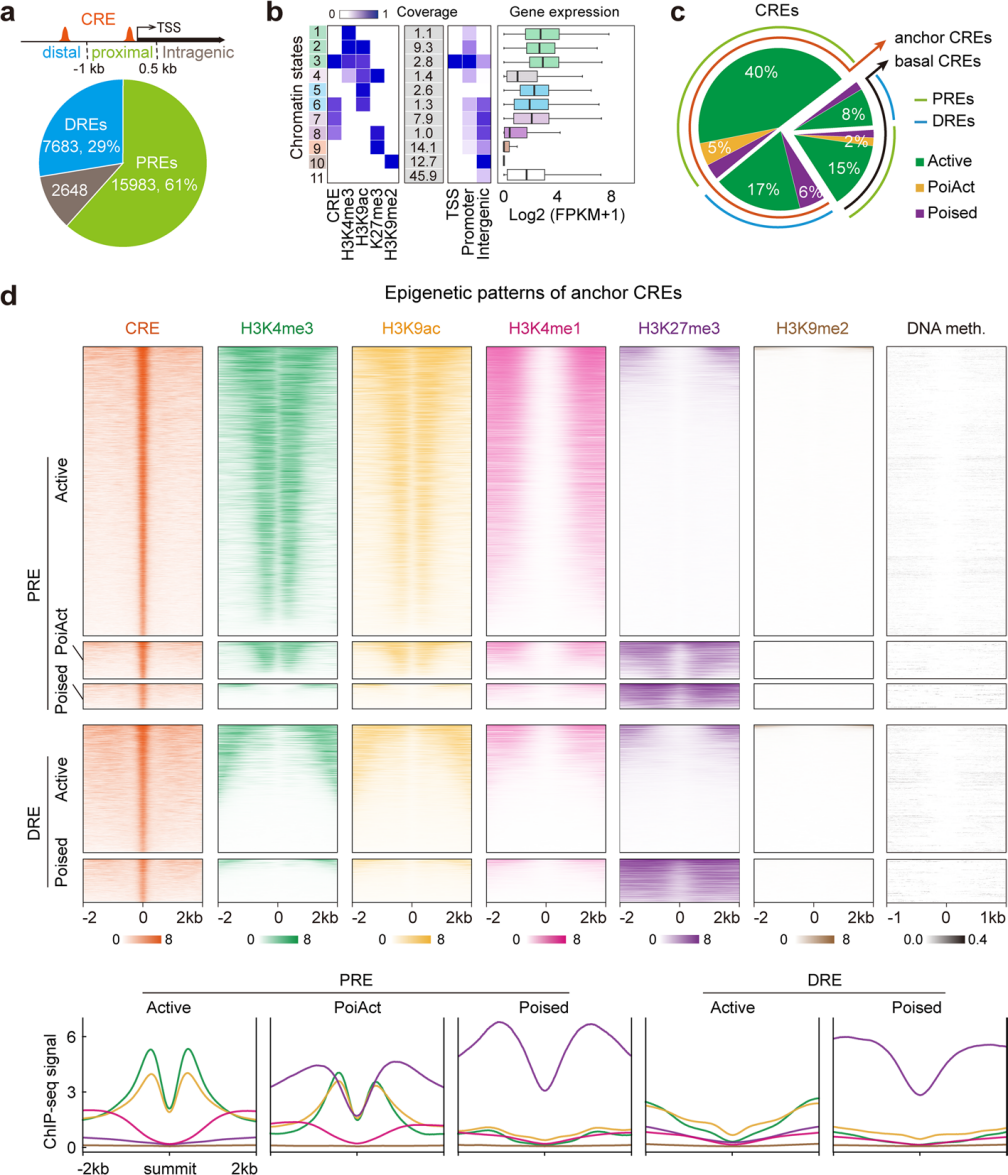
Epigenomic and spatial organization identification of distinct *cis*-regulatory elements (CREs). **a** Distribution of CREs defined by ATAC-seq approach in different genomic regions. PREs, proximal *cis*-regulatory elements; DREs, distal *cis*-regulatory elements. **b** Chromatin states definition, composition (emission probability), genome coverage and genomic annotation enrichments, and expression levels of genes associated with each chromatin state. **c** Percentages of PREs and DREs with and without chromatin interactions that with distinct epigenomic properties. **d** Epigenome heatmaps (upper) and profiles (lower) of different clusters of anchor CREs. Regions shown are ± 2 kb (DNA methylation regions are ± 1 kb) from ATAC-seq peak summits

**Fig. 5:**
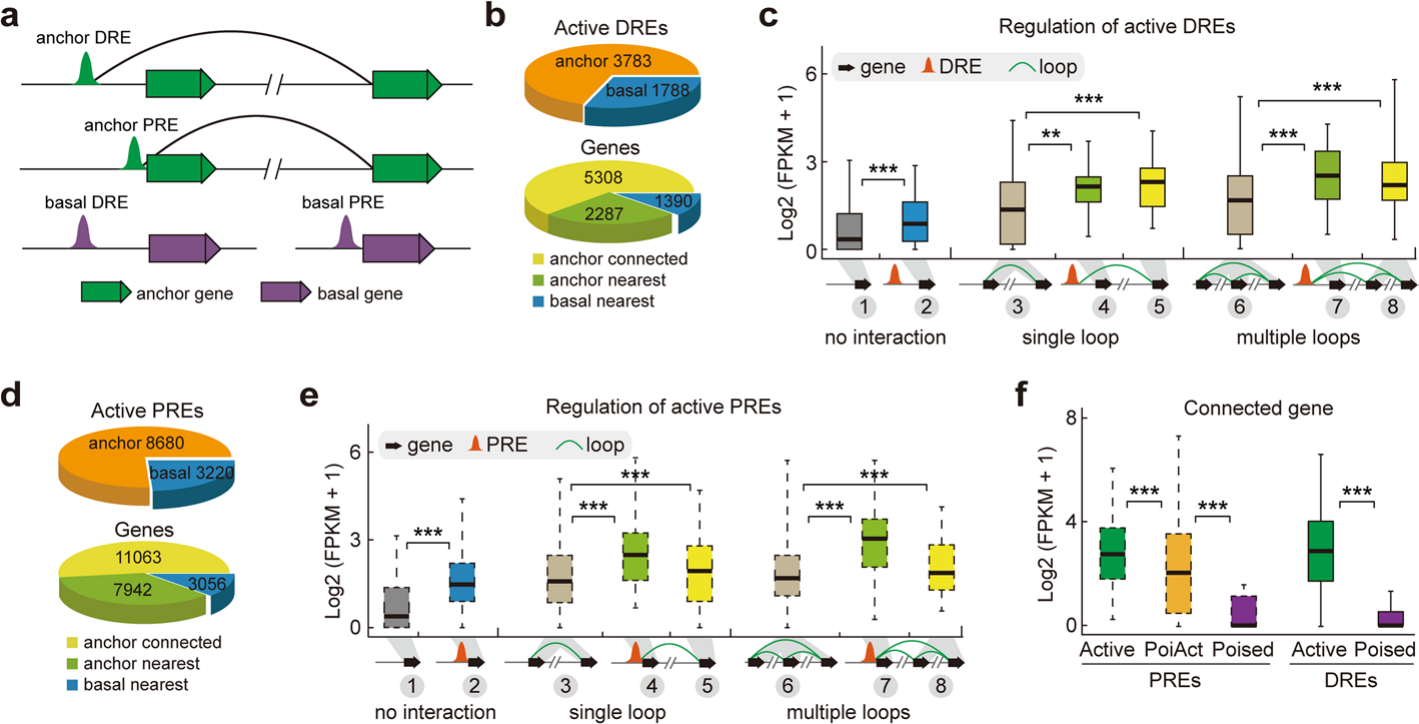
The effects of distinct CREs on transcription. **a** *Cis*-regulatory elements (CREs) models. The anchor DRE model, distal CREs involved in chromatin interactions. The anchor PRE model, proximal CREs involved in chromatin interactions. The basal DRE model, distal CREs not involved in chromatin interactions. The basal PRE model, proximal CREs not involved in chromatin interactions. Solid curve, chromatin loop. **b** Proportion and number of active DREs (upper) and their corresponding genes (lower) involved or not involved in chromatin interactions. **c** Boxplots showing the expression levels of active DRE-associated nearest basal genes, nearest anchor genes, and long-range connecting genes. ***p < 0.001, **p < 0.01 from Wilcoxon test. **d** Proportion and number of active PREs (upper) and their corresponding genes (lower) involved or not involved in chromatin interactions. **e** Boxplots showing the expression levels of active PRE-associated nearest basal genes, nearest anchor genes, and long-range connecting genes. ***p < 0.001 from Wilcoxon test. **f** Boxplots showing the expression levels of PRE- and DRE-associated long-range connecting genes. ***p < 0.001 from Wilcoxon test

### Active PREs and DREs are associated with higher transcriptional activity of their nearest and long-range connecting genes

Gene regulatory networks are organized by spatial connectivity between PREs and DREs in mammals [3, 5]. In *Arabidopsis*, previous studies without fine-scale chromatin interaction information confirmed the positive effects of active CREs on their nearest gene expression [47, 48], consistent with our results obtained using the same strategy (Additional file 1: Fig. S14b). Herein, we investigated the transcriptional regulatory effects of active CREs based on the chromatin connectivity maps. Of the total 5,571 active DREs, ~ 70% served as anchors for spatial interactions to regulate 5,308 long-range connecting genes and 2,287 nearest anchor genes, while the rest without detectable interactions were only associated with their nearest basal genes (Fig. 5b). As expected, the expression levels of connecting genes associated with active DREs in both single and multiple loops were significantly higher than those without active DREs (gene category 3 vs. 4, 5; gene category 6 vs. 7, 8) (Fig. 5c). In addition, active DREs were associated with higher transcriptional activity of their nearest genes, irrespective of whether these DREs were involved in chromatin interactions or not (gene category 1 vs. 2, 4, 7) (Fig. 5c). Dozens of DREs were validated as enhancers using a well-established β-glucuronidase reporter assay [47, 48]. Thus, active DREs are putative enhancer candidates and play significant roles in not only their nearest genes but also a large number of interacting genes through long-range chromatin loops.

The transcriptional regulatory pattern of active PREs showed a similar tendency to that of active DREs. For example, the PRE-associated nearest basal genes showed higher expression levels than those without active PREs (gene category 1 vs. 2), and PRE-associated nearest anchor genes (gene category 3 vs. 4; gene category 6 vs. 7) and long-range connecting genes (gene category 3 vs. 5; gene category 6 vs. 8) showed higher expression levels than those anchor genes without active PREs (Fig. 5e). In total, we identified 11,063 long-range connecting genes that were regulated by active PREs (Fig. 5d). These results indicate that enhancer-like PREs are correlated with the increased transcription of both their nearest and beyond their nearest active genes in the spatial connectivity networks.

Next, we investigated the relationship between active PREs and DREs. We found that the nearest anchor genes with both PREs and DREs showed significantly higher expression levels than those with either PREs or DREs alone (Additional file 1: Fig. S14c), implying that PREs and DREs exhibit additive effects in regulating gene transcription in the context of 3D chromatin architecture. However, the additive effect may not exist in CRE-associated basal category, as the nearest basal genes with both PREs and DREs did not display significantly higher expression levels than those with PREs alone in the basal category (Additional file 1: Fig. S14c). Interestingly, PREs produced larger effect in regulating their nearest genes but had smaller effect on long-range genes than DREs, regardless of their participation in chromatin interactions (Additional file 1: Fig. S14c, d). Collectively, we propose that active PREs and DREs serve as enhancer candidates to regulate gene transcription through chromatin interactions independently at some genomic regions while cooperatively at many other regions in the plant cell nucleus.

### Poised CREs act as transcriptional repressors

A distinctive feature of poised CREs is that they were flanked by H3K27me3 only, while PoiAct CREs (bivalent state) were flanked simultaneously by both active marks and H3K27me3 (Fig. 4d, Additional file 1: Fig. S13c). Next, we explored the transcriptional effects of these two H3K27me3-associated CREs on their connecting genes. The expression levels of poised PRE-connecting genes were significantly lower than those linked to active PREs; similarly, poised DRE-connecting genes exhibited lower expression levels compared with those related to active DREs (Fig. 5f). In addition, PoiAct PRE-connecting genes exhibited significantly higher expression levels compared with those associated with poised PREs (Fig. 5f). These results suggest that H3K27me3-associated CREs serve as putative repressor candidates in mediating transcriptional gene repression through long-range chromatin loops.

### Chromatin interactions and TF occupancy coordinately facilitate transcription in the context of 3D chromatin architecture

Chromatin conformation is thought to shape TF activity, for example, by looping TF-bound CREs to promoters of distally located target genes for transcription regulation in mammalian cells [46, 69]. To investigate the relationship between TF-associated chromatin topology and gene transcription in *Arabidopsis*, we performed comprehensive analysis of five published TF (ABI5, ATHB5, MYC2, CCA1, and SOC1) ChIP-seq data (Additional file 11: Table S10), chromatin interactome and transcriptome data. The TF binding sites were preferentially enriched in promoter and intergenic regions (Additional file 1: Fig. S15a). Compared with basal TF binding sites, anchor TF binding sites displayed higher and lower distributions in active and bivalent regions, respectively (Additional file 1: Fig. S15b, c). As previously reported [3, 70], regulatory element-associated chromatin loops form chromatin hubs; herein, the node gene was defined as the anchor site from which multiple interactions were emanating, and the divergent interaction sites were considered as the connecting genes (Fig. 6a). To explore the spatial organization of target genes of each specific TF, we first investigated the distribution of TF target genes in chromatin hubs (Additional file 5: Table S4). We found that 1,208 chromatin hubs were shared by all five TF target genes, and only a small fraction of hubs were specific to each TF target genes (Additional file 1: Fig. S15d–f). The number of TF target genes were greater than the number of randomly selected genes in chromatin hubs (Fig. 6b, Additional file 1: Fig. S15g), indicating that TF target genes are significantly enriched in specific hubs (See Methods). Together, these results suggest that TF target genes tend to tether together in the context of 3D chromatin architecture.

**Fig. 6:**
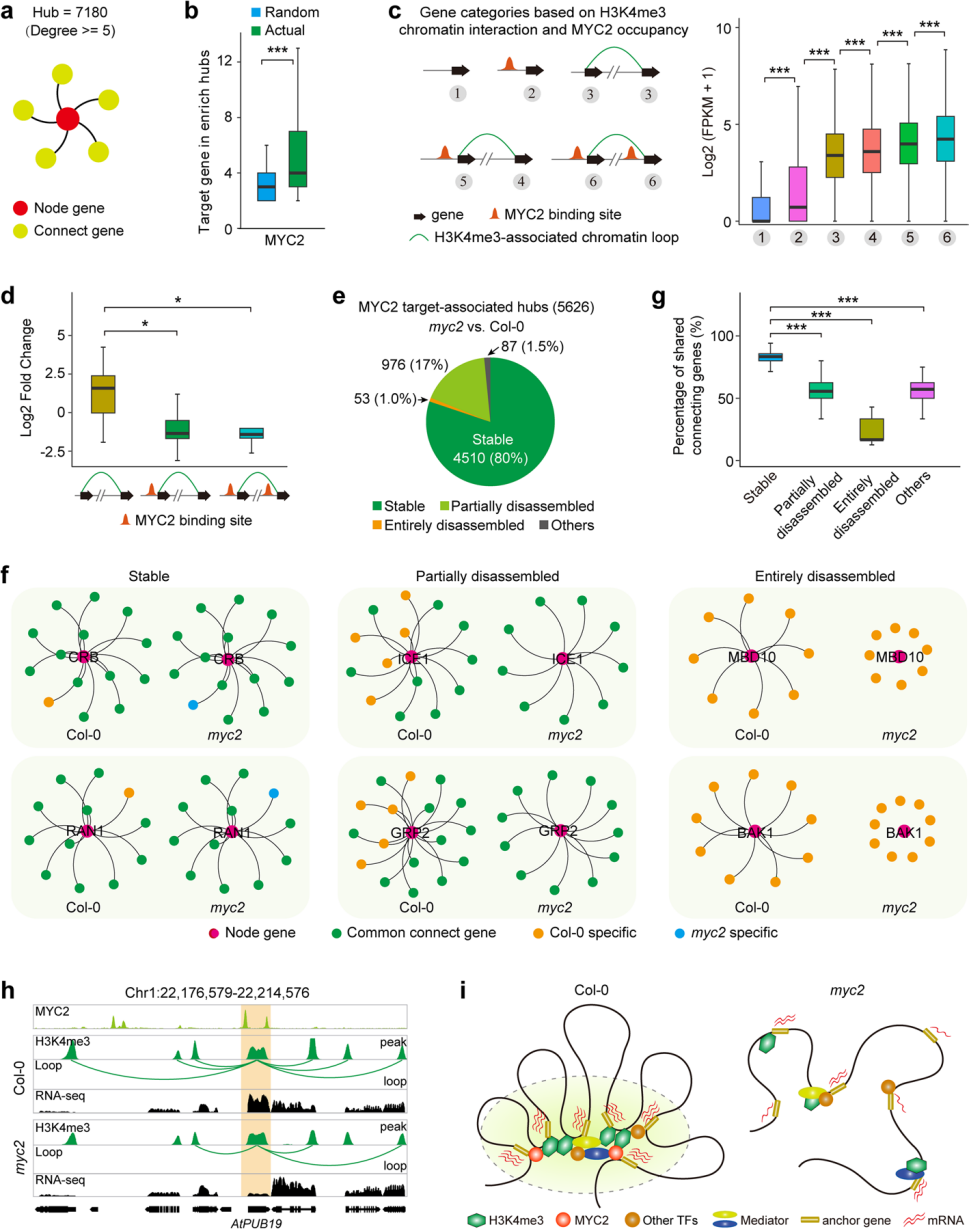
TF-associated chromatin topology and its transcriptional function. **a** Illustration of chromatin hub model of chromatin interactions using the contact frequency (degree >  = 5). The total number of H3K4me3-associated chromatin hubs is 7180. **b** Distribution of the number of MYC2 target genes and randomly selected genes in chromatin hubs. ***p < 2.2e-16 from Wilcoxon test. **c** Expression levels of genes in different categories based on active mark-associated chromatin interaction models and MYC2 occupancy. ***p < 0.001 from Wilcoxon test. **d** Log2 fold change in expression of looping genes associated with lost loops in *myc2* mutant compared to the wild-type. Fold-changes represent the expression changes of each gene in *myc2* mutant relative to the wild-type. The lost loops were divided into three categories based on the MYC2 occupancy model. *p < 0.05 from Wilcoxon test. **e** Changes of MYC2 target-associated chromatin hubs in *myc2* mutant compared to wild-type. These hubs were classified into four categories: stable, entirely and partially disassembled, and others. The number and proportion of hubs included in each category were given. **f** Representative examples of stable, partially, and entirely disassembled hubs in *myc2* and wild-type. **g** Percentages of shared connecting genes in the indicated hub categories between *myc2* and wild-type. ***p < 0.001 from Wilcoxon test. **h** Browser screenshot showing the chromatin connectivity and gene transcription within AtPUB19-centric hub. Light orange box indicates reduction of chromatin connectivity within the AtPUB19-centric hub and downregulation of *AtPUB19* gene expression. Each MYC2 binding site, chromatin interaction, H3K4me3 peak, and RNA-seq track represent the normalized loops and read coverage in *myc2* and wild-type. **i** A proposed model for the impacts of MYC2 in 3D genome organization and gene transcription. In the MYC2 dominated chromatin hub, MYC2 coupled with other TFs and mediators to create microenvironment that facilitates gene transcription in the wild-type. As MYC2 activity is abolished, the MYC2-centric hub is disassembled and the gene expression decreases. More red wavy lines indicate higher expression

We further investigated the relationships among long-range chromatin interactions, TF occupancy, and transcription. Taking MYC2 as an example, the genes were divided into six categories based on H3K4me3-associated chromatin interactions and MYC2 occupancy model (Fig. 6c). The expression levels of anchor genes with MYC2 co-occupancy on one anchor (gene category 5) were significantly lower than those on both anchors (gene category 6), but higher than those without MYC2 binding (gene categories 3 and 4) (Fig. 6c). In addition, for basal genes not involved in chromatin interaction, MYC2 bound genes (gene category 2) displayed higher expression levels than MYC2 unbound genes (gene category 1) (Fig. 6c). A similar tendency was also observed in other TF and chromatin topology combination models (Additional file 1: Fig. S15h–k), indicating that chromatin loops and TFs coordinately facilitate transcription in the context of 3D chromatin architecture. To further evaluate whether TF-associated long-range chromatin interactions are related to additive effects on gene expression, we explored the transcription levels of genes with two TF ChIP-seq data combined interaction maps. We found that anchor genes involved in TF-bound CRE associated multiple loops (gene category IN) displayed higher expression levels than those involved in single loops (gene category 4) (Additional file 1: Fig. S15l). These results suggest that TF-associated chromatin topology influence gene transcription in an additive manner in nuclear microenvironments.

### Roles of transcription factor MYC2 in regulating 3D genome architecture and gene transcription

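Shoots of 2-week-old seedlings of wild-type Col-0 and of the *myc2* mutant were used for H3K4me3 ChIA-PET. The assay joins DNA ends that lie close together in crosslinked chromatin carrying H3K4me3, and each junction is read as a paired-end tag (PET). At the MYC2 gene (AT1G32640) the H3K4me3 anchor held 3562 tags in Col-0 and 1423 tags in *myc2*. This tag ratio of 0.399 (0.375 to 0.425) was among the lowest of 14505 anchors with at least 300 tags in Col-0, whose median ratio was 0.775. The anchor, on chromosome 1 from 11798986 to 11801084 of TAIR10, also overlaps the neighbouring gene AT1G32630, so its tags cannot be given to MYC2 alone. Its listed loops numbered 7 in Col-0 and 3 in *myc2*, with 128 and 23 PETs, and PETs of loops that a list lacks are not counted. The seedlings grew at 22 °C under 16 h light and 8 h dark, and their chromatin was crosslinked for 30 min in EGS at 1.5 mM and for 10 min in formaldehyde at 1%. The paper gives about 5 g of tissue per library and the sample labels give about 2 g. Each genotype had 2 biological replicates, which the authors combined before calling loops. The data are therefore 1 loop list per genotype, and no difference between the genotypes has a replicate check. The authors used ChIA-PET Tool V3 and kept clusters with an FDR under 0.05 and a PET count decided by sequencing depth. For each loop the lists give both anchors, the count of PETs, the count of tags in each anchor and the p-value and FDR. The loops of the Col-0 list hold 745505 PETs in all, and those of the *myc2* list 297390 PETs. A Col-0 loop was called lost when no *myc2* loop overlapped both its anchors by at least 1 bp. Each anchor was assigned to the protein-coding gene whose region from 1 kb upstream of the TSS to the TTS covers at least 50% of the anchor. Where several genes do so, the gene with the largest overlap was taken, since the paper's choice by FPKM needs RNA-seq values that were not used here. MYC2 and AT1G32630 both cover the whole MYC2 anchor, and the tie went to AT1G32630 by its lower gene identifier. Under this rule MYC2 therefore had no connecting gene in either genotype. With all genes covering 50% of the anchor, MYC2 had 8 connecting genes in Col-0 and 4 in *myc2*, and the same when anchors were assigned by promoter. With all genes overlapping the anchor it had 8 and 10. Intervals are 95% intervals and cover counting error only.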

To explore whether transcription factors, such as MYC2, may have a regulatory role in 3D genome organization and gene transcription, we generated chromatin interactome (H3K4me3 ChIA-PET) and transcriptome (RNA-seq) data using an improved method in *myc2* mutant [71] and wild-type plants (Additional file 6: Table S5). Considering the high reproducibility (> 0.95) of biological replicates for each ChIA-PET and RNA-seq dataset category (Additional file 1: Fig. S16, Additional file 6: Table S5), we combined the replicate data for downstream analysis.

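In both genotypes H3K4me3-associated loops mostly joined the promoters of genes that lie close to each other. Loops between 2 promoter anchors made up 92.6% (92.4 to 92.9%) of Col-0 loops and 92.8% (92.5 to 93.1%) of *myc2* loops. An anchor counted as a promoter anchor when it overlapped the region from 1 kb upstream to 0.5 kb downstream of a TSS by at least 1 bp. When a promoter had to cover at least 50% of the anchor, the shares were 36.6% in Col-0 and 37.1% in *myc2*. The median span was 11.2 kb in Col-0 and 11.4 kb in *myc2*, and 79.9% and 77.1% of intrachromosomal loops spanned under 20 kb. The Col-0 list holds 36723 loops, all within chromosomes, and the *myc2* list holds 32056 loops within and 256 loops between chromosomes. The weakest listed loop has 10 PETs in Col-0 and 5 PETs in *myc2*. The median was 16 PETs per loop in Col-0 and 7 PETs in *myc2*, and 10344 *myc2* loops had at least 10 PETs. Of 15694 anchors used by any loop, 14742 were used in both genotypes.

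**Figure D1:**
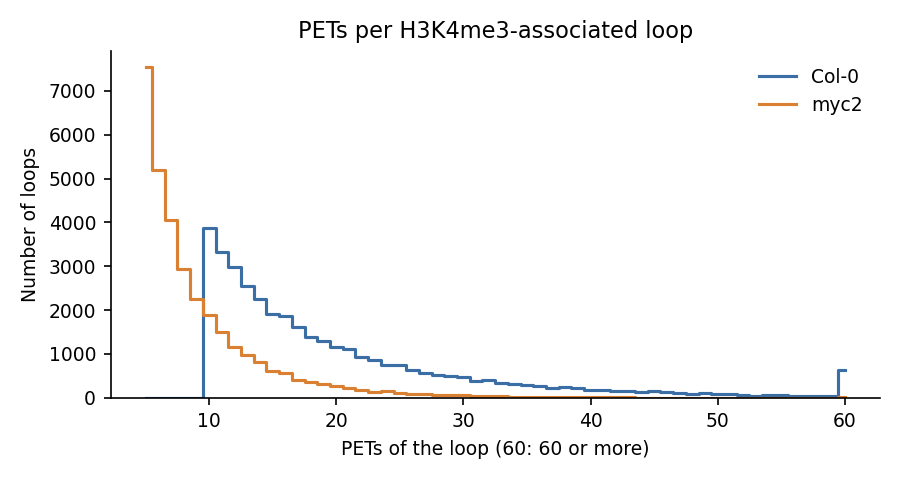
Number of loops (vertical axis) by the PETs of the loop (horizontal axis) in the list of each genotype, with loops of 60 or more PETs at 60. The Col-0 list starts at 10 PETs and the *myc2* list at 5 PETs.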

We identified 32,312 H3K4me3-associated chromatin loops in *myc2*. 

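Loops with many PETs in Col-0 were nearly all present in *myc2*, and loops with few PETs were often absent. Of the 36723 Col-0 loops, 11827 had no counterpart in *myc2*, a share of 32.2% (31.7 to 32.7%). Among Col-0 loops of 10 to 11 PETs this share was 65.1% (64.0 to 66.2%), among those of 20 to 24 PETs 13.6% (12.7 to 14.6%), and among those of 40 to 59 PETs 0.15% (0.051 to 0.441%). None of the 634 loops of at least 60 PETs was absent. Lost loops had a median of 12 PETs and a median span of 15.9 kb, and shared loops had 20 PETs and 9.67 kb. The lost share lay between 31.9% on chromosome 2 and 32.4% on chromosome 3, with the other chromosomes in between. In the opposite direction, 7416 *myc2* loops (23.0%, 22.5 to 23.4%) had no counterpart in Col-0. By span, the lost share was 19.5% (18.9 to 20.1%) under 10 kb and 74.1% (71.1 to 76.9%) from 40 kb. Over the 2631 Col-0 loops of at least 40 PETs, the PETs in *myc2* were 0.417 of the PET rate fitted in Col-0. With this ratio for every loop and no loop changed, Poisson sampling and the PET minimum of each list give a lost share of 29.1%. By span, sampling gives 19.8% under 10 kb and 52.3% from 40 kb with 1 set of PET rates for all spans. With rates fitted within classes of span, a form chosen later, it gives 16.2% and 72.6%. In that form, most of the rise of the lost share with span is what sampling gives. When Col-0 PETs were thinned to the ratio of non-redundant PETs in Table S5, the lost share was 20.0% and the share without counterpart in Col-0 was the larger, 38.8%. At a minimum of 10 PETs in both genotypes these shares were 72.3% and 1.64%.

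**Figure D2:**
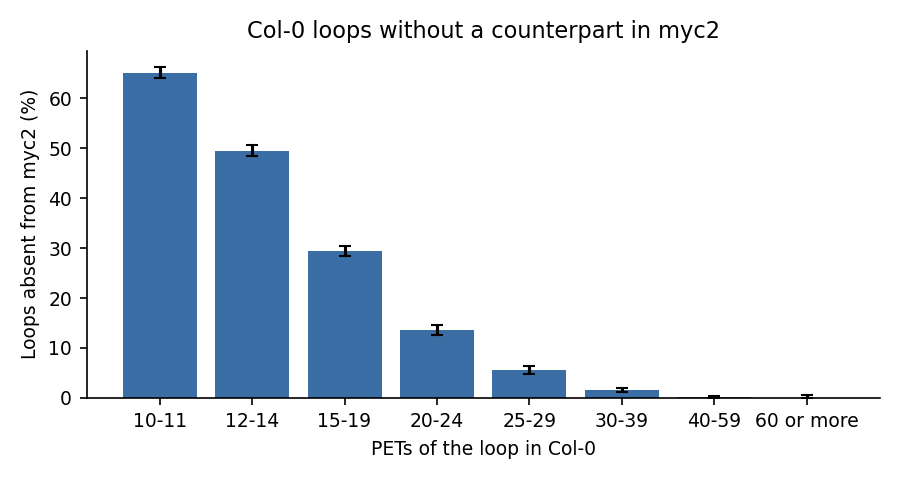
Share of Col-0 loops absent from the *myc2* list (vertical axis, percent) by the PETs of the loop in Col-0 (horizontal axis). Bars give the share and lines its 95% Wilson interval, and the share falls from 65.1% to 0.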

Compared to the wild-type, approximately 19% H3K4me3-associated chromatin loops were lost in *myc2*, suggesting that MYC2 is partially responsible for the formation of chromatin loops. To investigate the impact of chromatin interaction and TF occupancy on gene expression, we evaluated the expression changes (*myc2* vs. Col-0) of looping genes within those lost loops in *myc2*. Based on the MYC2 occupancy model, we categorized those lost loops into three categories (Fig. 6d). As expected, the Log2 fold change of the looping genes with MYC2 binding were lower than those without MYC2 binding (Fig. 6d). These results suggest that MYC2 occupancy and chromatin interaction play a crucial role in positively regulating gene transcription.

We next explored whether chromatin hubs mediated by MYC2 will be disassembled if the MYC2 activity is abolished. 

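A chromatin hub is a node gene whose anchors loop to at least 5 connecting genes. By this definition Col-0 had 7143 hubs and *myc2* had 5875, and 7937 node genes were a hub in at least 1 genotype. Of these, 5081 were hubs in both, 2062 in Col-0 only and 794 in *myc2* only. A hub had a median of 6 connecting genes in each genotype. The largest hubs in Col-0 were those of AT4G38550 with 22 connecting genes, NdhN (AT5G58260) with 21 and UGT71C4 (AT1G07250) with 19. OPCL1 (AT1G20510) of jasmonate biosynthesis and AT3G57070 followed with 18 each. In *myc2* these hubs had 19, 23, 16, 14 and 14 connecting genes. When Col-0 PETs were thinned to the ratio of non-redundant PETs in Table S5, Col-0 had 3638 hubs, fewer than *myc2*, and AT4G38550, UGT71C4, OPCL1 and AT3G57070 had more connecting genes in *myc2* than in Col-0. At a minimum of 10 PETs in both genotypes, *myc2* had 525 hubs and NdhN had fewer connecting genes in *myc2*. The thinning removes loops from Col-0 alone and this minimum removes loops from *myc2* alone, so each shifts the comparison in 1 direction. Over all hubs, 4481 had fewer connecting genes in *myc2*, 1380 had the same number and 2076 had more. All hubs were counted, because the MYC2 ChIP-seq targets were not used here.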

Of the total 7,971 H3K4me3-associated chromatin hubs detected in *myc2* and wild-type, approximately 71% (5,626) contained MYC2 ChIP-seq target genes (Additional file 1: Fig. S17a). These MYC2 target-associated hubs were classified into four categories based on the change ratios of connecting genes between *myc2* and wild-type: stable, entirely and partially disassembled, and others (Fig. 6e, f). Of the 5,626 MYC2 target-associated hubs, 80% were stable hubs where most of their connecting genes were identical between wild-type and *myc2* (e.g., CRB and RAN1 hubs); 17% were partially disassembled hubs in *myc2* compared to wild-type (e.g., ICE1 and GRP2 hubs); 1% were entirely disassembled hubs where most of their connecting genes were disassembled in *myc2* (e.g., MBD10 and BAK1 hubs) (Fig. 6e–g). 

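By the paper's formulas most hubs were stable in *myc2*, among them those of CRB and RAN1, whereas those of ICE1, MBD10 and BAK1 were partially disassembled. The paper's formulas were applied to all 7937 hubs. Stable hubs numbered 6459 (81.4%, 80.5 to 82.2%), partially disassembled hubs 1123 (14.1%, 13.4 to 14.9%) and entirely disassembled hubs 74 (0.93%, 0.74 to 1.17%). These shares depend on how the PETs of the lists are treated, and each treatment given here acts on 1 list only. A minimum of 10 PETs removes loops from the *myc2* list alone. Thinning keeps minimums of 10 PETs in Col-0 and 5 PETs in *myc2*, and removes loops from Col-0 alone. At a minimum of 10 PETs in both genotypes, 6.89% of hubs were stable, 41.4% partially and 51.7% entirely disassembled. With Col-0 PETs thinned to the ratio in Table S5, 70.8% were stable, 1.07% partially and 0.021% entirely disassembled, and 28.1% newly formed or increased. The median percentage of connecting genes shared by both genotypes was 64.3% in stable, 50.0% in partially and 20.0% in entirely disassembled hubs. In 20 simulated *myc2* lists, Col-0 loops were lost only by PET sampling at the PET ratio of loops of at least 40 PETs, and by the list's minimum. That ratio would also hold any weakening shared by all loops. The observed loops of *myc2* alone were added to these lists. In them 983 ± 31.5 hubs (SD over simulations) were partially and 40.9 ± 5.83 were entirely disassembled. CRB (AT1G09340) had 14 connecting genes in each genotype, 13 of them shared, with 290 PETs in Col-0 and 124 PETs in *myc2*. RAN1 (AT5G20010) had 12 in each, 11 of them shared, with 259 and 111 PETs. At the minimum of 10 PETs, CRB fell by 9 and RAN1 fell by 7 connecting genes, and both were partially disassembled. With thinned Col-0 PETs, CRB had 5.5 and RAN1 2.3 more connecting genes in *myc2*. ICE1 (AT3G26744) fell from 14 to 9 connecting genes, and all 9 were also present in Col-0. Among its lost connecting genes were AT3G26670, the strongest of them with 16 PETs in Col-0, and NUDX13 and PES2, with 11 and 10 PETs. MBD10 (AT1G15340) fell from 8 to 4 and BAK1 (AT4G33430) from 8 to 3. At the minimum of 10 PETs these 3 hubs were entirely disassembled. With thinned Col-0 PETs their mean changes were 0.1 for ICE1, -1.1 for MBD10 and -0.25 for BAK1. Each is short of a loss of 3, though a mean over draws does not settle the class. When an anchor was assigned to every gene whose promoter overlaps it, ICE1 had 17 and 12 and BAK1 had 15 and 12 connecting genes, and both hubs were stable. The GRP2 gene AT4G13850 had 5 connecting genes in Col-0 and 7 in *myc2*, 4 of them shared, and was stable. Its change was -2 with loops of at least 10 PETs. Another gene of the same name, AT4G38680, had no anchor of its own under the largest overlap. With all genes covering 50% of the anchor it had 21 connecting genes in Col-0 and 11 in *myc2*. AT4G38670, the gene before it by number, had the same 21 and 11 in that setting. Under the largest overlap AT4G38670 fell from 17 to 11 and was partially disassembled, so the 2 genes may not be separate hubs.

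**Figure D3:**
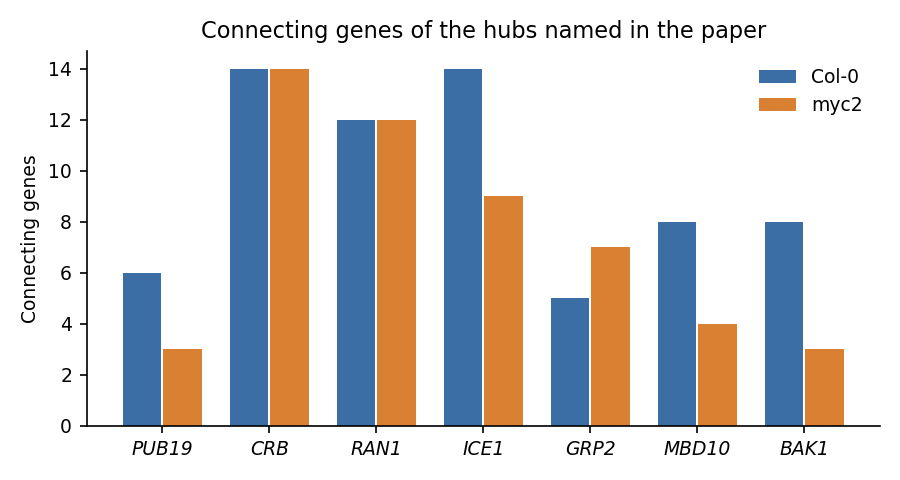
Number of connecting genes (vertical axis) of each named hub in Col-0 and in *myc2*, with GRP2 as AT4G13850 and RAN1 as AT5G20010. CRB and RAN1 have equal bars, and ICE1 falls from 14 to 9.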

The remaining hubs (1.5%, others) either were formed newly or exhibited significant changes in size in *myc2* (Fig. 6e). These results suggest that MYC2 may not impact all chromatin interactions associated with H3K4me3 but plays a crucial role in determining the spatial architecture of the *Arabidopsis* genome, particularly in relation to chromatin hubs associated with MYC2 targets (Fig. 6e, Additional file 1: Fig. S17b).

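Hubs that were newly formed or increased in *myc2* numbered 281, or 3.54% (3.16 to 3.97%) of all 7937 hubs. They had a median of 4 connecting genes in Col-0 and 7 in *myc2*. The largest rises, of 6 connecting genes, were at NARA5 (AT4G27600), from 9 to 15, at AT3G05700, from 5 to 11, and at CYCT1;3 (AT1G27630), from 4 to 10. NARA5 had 166 PETs in Col-0 and 115 PETs in *myc2*. MAML-4 (AT1G18500) rose from 5 to 10 connecting genes. Among genes of jasmonate biosynthesis and response, AOS (AT5G42650) rose from 2 to 5 and JAM1 (AT2G46510) from 4 to 8. The light-harvesting gene LHCB2.3 (AT3G27690) rose from 2 to 5. Loops of 5 to 9 PETs are listed in *myc2* alone. Leaving them out removes loops from *myc2* alone, and keeps 10344 of 32312 *myc2* loops and all 36723 Col-0 loops. A rise could then hardly remain, so the outcome says little about these hubs. Without loops of 5 to 9 PETs, no hub was newly formed or increased. NARA5, AT3G05700, CYCT1;3, MAML-4, AOS and JAM1 then had fewer connecting genes in *myc2* than in Col-0, and LHCB2.3 had 2 in each.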

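The changes in connecting genes of jasmonate signalling, jasmonate biosynthesis and glucosinolate synthesis lay within the range of random genes of like connectivity. Over 14978 node genes the median change from Col-0 to *myc2* was -1 connecting gene. For 12 lists of genes the median change was compared with 10000 random lists matched on connecting genes in Col-0. Jasmonate signalling had a median change of -1, at percentile 35.8 of the random lists. Jasmonate biosynthesis and turnover had a median of 0 at percentile 81.5, and jasmonate and wound response 0 at percentile 74.3. Glucosinolate synthesis was at percentile 42.1 and abscisic acid and drought response at percentile 25.7, each with a median of -1. The circadian clock list lay at percentile 84.0, light signalling at 81.8, auxin signalling at 80.3 and the Mediator complex at 65.0, each with a median of 0. Light harvesting and Rubisco had a median of -1 at percentile 44.4. Of the Polycomb-repressed regulators and of the root markers, 2 genes each had a connecting gene, with medians of 0 at percentile 49.1 and -3 at percentile 5.46. When Col-0 PETs were thinned to the ratio in Table S5, the medians of jasmonate signalling, glucosinolate synthesis, abscisic acid and drought response, and light harvesting were above 0. Those of jasmonate biosynthesis, jasmonate and wound response, the clock, light signalling and auxin rose above 0 as well. This thinning removes loops from Col-0 alone, so the shift is not particular to any of these lists, and no percentile was computed under it. Of the members that changed by at least 3 connecting genes, some rose, such as AOS and JAM1, and others fell. JAZ2 (AT1G74950) and MYC3 (AT5G46760) each fell from 10 to 7 connecting genes, NAC055 (AT3G15500) from 7 to 4 and MYB34 (AT5G60890) from 7 to 4, although under the same thinning JAZ2 and MYB34 did not fall, and MYC3 fell by 0.5 and NAC055 fell by 0.7. From the shares of stable and disassembled hubs (Fig. 6e, Fig. S17b), the paper proposes that MYC2 may not affect all H3K4me3-associated interactions, and that it matters for the spatial architecture of the genome, above all for hubs associated with its targets.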

Furthermore, we classified the genes within the disassembled hubs into two categories: genes that retained chromatin interaction in *myc2* compared to the wild-type, referred to as aggregated genes, and genes that lost chromatin interaction in *myc2*, referred to as separated genes. Notably, the expression of the separated genes was significantly inhibited in *myc2* compared to the aggregated genes (Additional file 1: Fig. S17c). This observation suggests a positive correlation between chromatin interactions and gene transcription within the high-order 3D genome organization, specifically in chromatin hubs. For instance, AtPUB19, a U-Box E3 ubiquitin ligase involved in regulating abscisic acid and drought responses [72], was bound by MYC2 and served as the node gene within the AtPUB19-centric hub in wild-type (Fig. 6h). The absence of MYC2 led to reduction of chromatin connectivity within the AtPUB19-associated hub and also downregulation of *AtPUB19* gene expression (Fig. 6h). These results suggest that TFs may create a conducive microenvironment for gene transcription by reorganizing the spatial genome organization, particularly in chromatin hubs.

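The hub of PUB19 (AT1G60190) lost 3 of its 6 connecting genes in *myc2*. In Col-0 its anchor on chromosome 1, from 22198297 to 22200342, looped to TPS10 with 15 PETs, AT1G60160 with 12, emb1220 with 35, AT1G60200 with 29, ULP1D with 17 and AT1G60230 with 17 PETs. In *myc2* the loops to emb1220, AT1G60200 and AT1G60230 remained, with 14, 11 and 10 PETs. The loops to TPS10, AT1G60160 and ULP1D were not listed. The *myc2* list holds no loop under 5 PETs, so fewer PETs at these 3 would not appear. The loops present in both lists held 81 PETs in Col-0 and 35 PETs in *myc2*, a ratio of 0.432 (0.291 to 0.642). Over the whole genome the 24896 shared loops held 587381 PETs in Col-0 and 253478 in *myc2*, and the strongest loops had a ratio of 0.417. The remaining PUB19 loops were thus not weakened beyond loops elsewhere. The anchor held 2855 tags in Col-0 and 1986 in *myc2*, a ratio of 0.696 (0.657 to 0.737). The median over anchors with at least 300 tags in Col-0 was 0.775. By the formulas the hub was partially disassembled. When an anchor was assigned to every gene whose promoter overlaps it, the hub had 5 connecting genes in Col-0 and 3 in *myc2* and counted as stable. With Col-0 PETs thinned to the ratio in Table S5 its change was -1.95, too small for a disassembled hub.

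**Figure D4:**
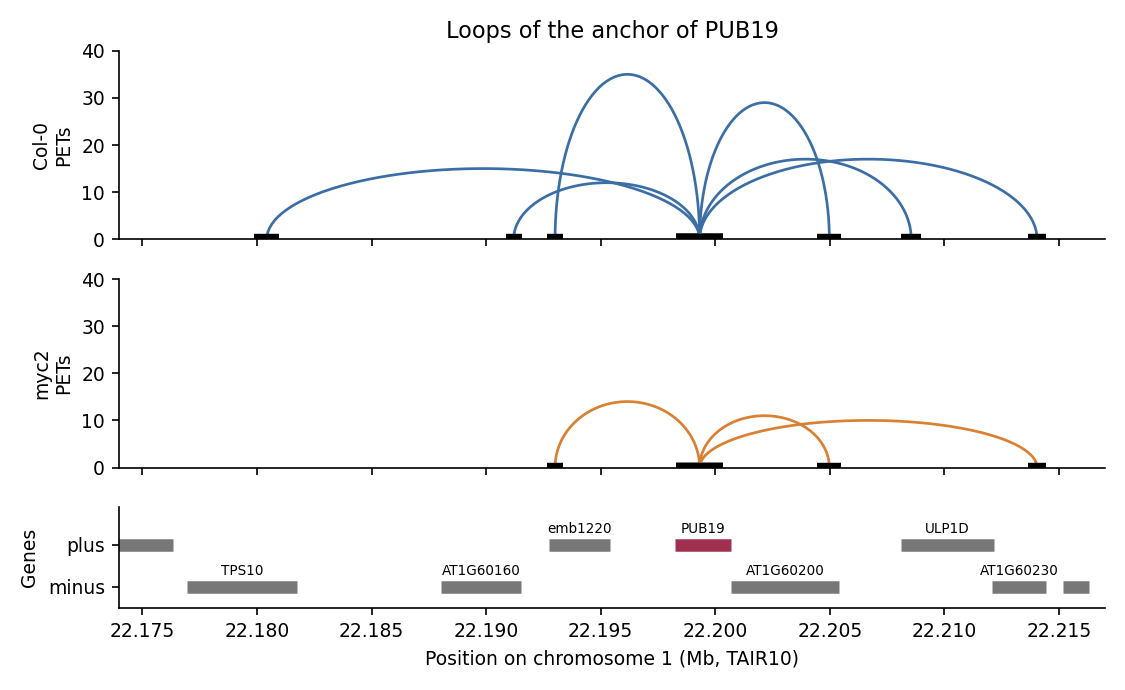
Loops of the PUB19 anchor in Col-0 (top) and *myc2* (middle), with the height of each arc giving its PETs (vertical axis), anchors as black bars, and protein-coding genes by strand (bottom) along chromosome 1 (horizontal axis, Mb). Of 6 arcs in Col-0, 3 are listed in *myc2*.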

Collectively, our results demonstrate the regulatory roles of TFs, exemplified by MYC2, in governing 3D genome organization and gene transcription (Fig. 6i). We propose that MYC2, in conjunction with other TFs and mediators, orchestrates the formation of specialized microenvironments called chromatin hubs, which actively facilitate gene transcription in the wild-type. 

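The hubs that lost most connecting genes included those of Cand2 and OST1, a kinase gene of abscisic acid signalling. Cand2 (AT3G05010) fell from 10 to 2 connecting genes and from 134 PETs (112 to 159) to 14 PETs (7.65 to 23.5). OST1 (AT4G33950) fell from 9 to 2 connecting genes and from 139 to 23 PETs. In PET totals of single genes, a loop that the *myc2* list lacks counts as 0, though it may hold PETs under the minimum of 5. The falls in PETs may thus be overstated, and the intervals do not cover this. SIRANBP (AT1G07140) fell from 15 to 7 and CLPS3 (AT3G04680) from 14 to 7. Falls of 6 connecting genes were found at AT4G38670, CA1 (AT3G01500), AT5G10690, CER9 (AT4G34100), FBH4 (AT2G42280) and PSAH-1 (AT3G16140). Of the genes of glucosinolate synthesis, CYP79B2 (AT4G39950) fell from 7 to 1 connecting gene and from 87 to 6 PETs, and CYP83B1 (AT4G31500) from 8 to 5. Cand2, OST1 and CYP79B2 were entirely disassembled by the formulas. With Col-0 PETs thinned to the ratio in Table S5, Cand2 fell by 2.15, OST1 fell by 2.95 and CYP79B2 fell by 1.1 on average, under the 3 that a disassembled hub needs. OST1 was partially disassembled when anchors were assigned by promoter, and Cand2 with all genes covering 50% of the anchor. CYP79B2 had no connecting gene in either genotype when anchors were assigned by promoter. Among genes of light signalling and light harvesting, PHYB (AT2G18790), SPA1 (AT2G46340), LHCB1.2 (AT1G29910), LHCA2 (AT3G61470) and LHCB5 (AT4G10340) each fell by 3, as did FKF1 (AT1G68050), IAA3 (AT1G04240) and MED14 (AT3G04740). SCR (AT3G54220), a root marker, fell from 11 to 7. Under the same thinning CA1, AT5G10690, CYP83B1, PHYB and SPA1 did not fall, SIRANBP fell by 0.4 and CER9 fell by 0.5, and every other fall of the genes named here was under 3 connecting genes. LHCB1.2 rose by 3 when anchors were assigned by promoter.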

Notably, MYC2 is necessary for a subset of these chromatin hubs. Therefore, the removal of MYC2 disrupts this microenvironment, leading to the disassembly of MYC-centric hubs and a subsequent downregulation of gene transcription.

### Chromatin loops are associated with single-nucleotide polymorphism (SNP)-affected phenotype variation

In mammals, many SNPs have been identified to influence target genes that are hundreds of kilobases away via chromatin interactions [16]. Here, in *Arabidopsis*, we found approximately 23%, 11%, and 11% of phenotype-associated significant SNPs fall in active, repressive, and inactive mark-associated chromatin loops, respectively (Fig. 7a). To test whether long-range chromatin interactions spatially link distal elements in which SNPs are located to target genes and thereby contribute to phenotypic variations in *Arabidopsis*, we selected the complex trait of flowering time control. We found 14 distal elements overlapping flowering time-associated SNPs were involved in chromatin interactions and connected the targeted genes implicated in flowering-time control, suggesting that these SNPs may be associated with flowering time control via loop formation (Additional file 7: Table S6). For instance, an SNP regulating *Arabidopsis* flowering time was mapped to intron of At4G00630, 52 kb downstream of *MED12*, a transcription regulator [73], and 5 kb upstream of *FRIGIDA*, a regulator of vegetative phase change [74]. We have now detected abundant interactions between the SNP-located distal elements and *MED12*, and *FRIGIDA* loci, respectively (Fig. 7b). Moreover, two SNPs mapped to the intergenic region, which were found to be located in a distal element interacting with the florigen gene *FLOWERING LOCUS T* (*FT*) frequently (Fig. 7c). These results indicate that SNPs potentially affect phenotypic variation by influencing the target genes through chromatin interactions. However, this functional chromatin interaction model requires further functional validations, such as transgenic or genome editing assays.

**Fig. 7:**
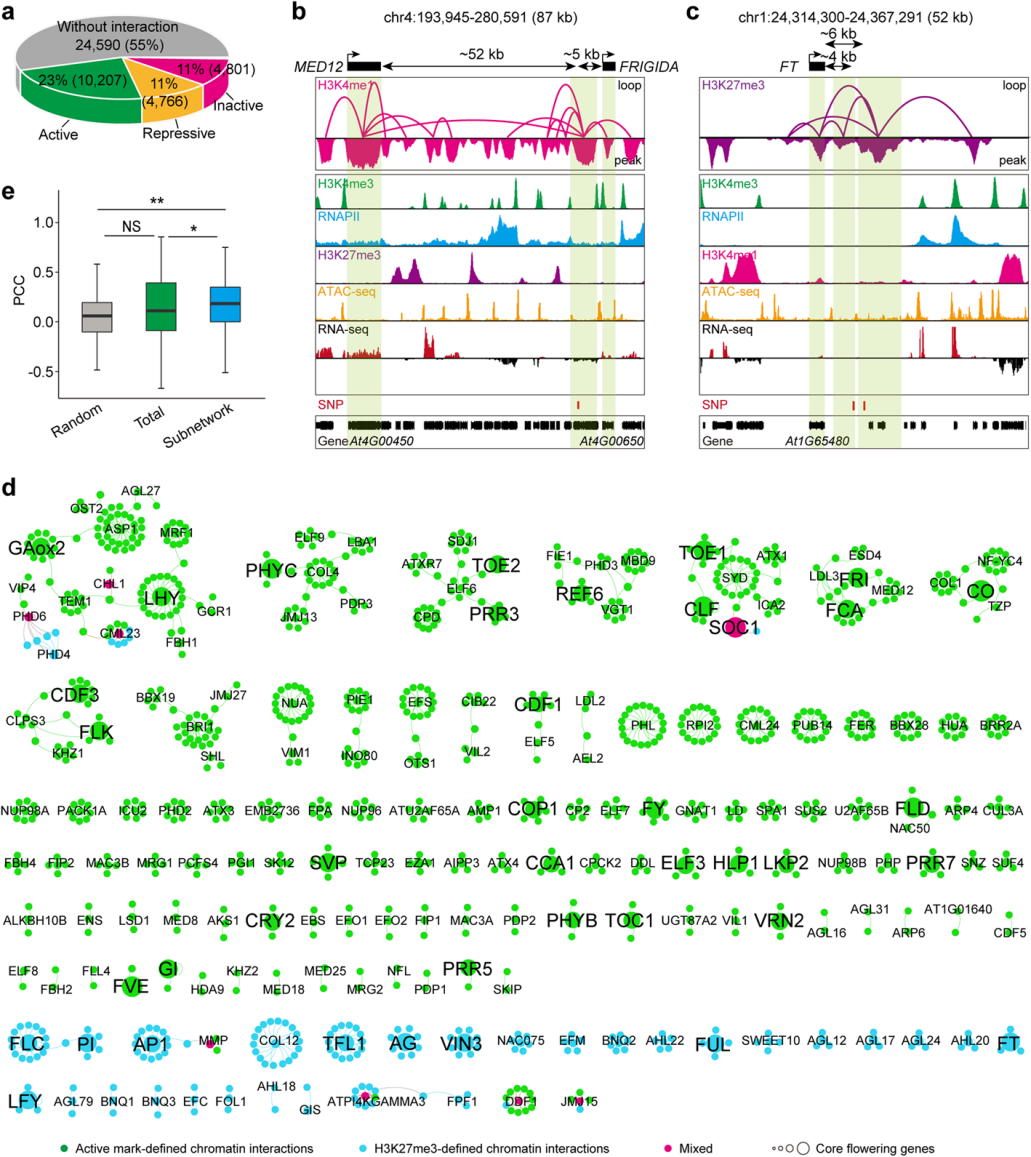
Chromatin loops connect SNPs to the genes causing phenotypic changes and spatially distinct chromatin connectivity networks defined by flowering-time control genes. **a** Pie chart for the proportion of trait-associated significant SNPs involved in active-, repressive- and inactive-mark associated chromatin loops and not involved in chromatin interactions. **b**, **c** Mapping browser screenshot showing the H3K4me1-associated chromatin interactions, ChIP-seq, ATAC-seq, and RNA-seq profiles, and SNPs at *MED12* and *FRIGIDA* loci (**b**) and H3K27me3-associated chromatin interactions, ChIP-seq, ATAC-seq, and RNA-seq profiles, and SNPs at *FT* locus (**c**). Light green boxes indicate the SNP-associated anchor peaks and flowering-time control gene loci. **d** Flowering-time control gene-associated chromatin connectivity network during floral induction. The connectivity was built through one hop of all interactions mediated from 190 genes. Large circles represent the key flowering-time control genes. Small circles with gene symbol represent the node genes implicated in flowering-time control. Small circles without gene symbol represent the connecting genes. Colors represent their 3D network specificities. **e** Co-expression analysis of genes in floral transition-associated subnetworks. The PCC of subnetworks were calculated. Random, randomly selected gene pairs with the same physical distance. Total, all representative chromatin mark-associated anchor gene pairs. **p < 0.01, *p < 0.05 from Wilcoxon test. NS, no significant difference

### Flowering-time control genes are functionally compartmentalized into spatially distinct chromatin connectivity networks

To further investigate the properties and potential function of flowering-time control gene-associated spatial chromatin connectivity networks, we explored spatial chromatin connectivity of these flowering-time control genes through active (H3K4me3/RNAPII/H3K4me1) and H3K27me3 interaction maps. Based on the isolation of loss-of-function mutations or analysis of transgenic plants, approximately 241 genes known to govern flowering time were collected (Additional file 8: Table S7) [55]. Interestingly, 190 of these flowering-time control genes were integrated to the chromatin connectivity maps, with 153 genes involved in active connectivity networks, 29 genes implicated in H3K27me3-associated connectivity networks, and 8 genes in active/H3K27me3-associated (mixed) chromatin networks (Fig. 7d, Additional file 8: Table S7, Additional file 9: Table S8); only 51 genes were not detected to be involved in chromatin interactions in our data (Additional file 8: Table S7). The genes involved in floral induction, such as those related to photoperiod, circadian clock, metabolic status, and gibberellin pathway, and regulators of *FLC*, were largely in active chromatin networks (Fig. 7d). Shoot apical meristem responses genes [55], such as *LEAFY* (*LFY*), *TERMINAL FLOWER 1* (*TFL1*), *AGAMOUS-LIKE 24* (*AGL24*), *APETALA1* (*AP1*), *FRUITFULL* (*FUL*), inflorescence identity genes [56], such as *AGAMOUS* (*AG*) and PISTILLATA (*PI*), florigen gene *FT*, and *FLOWERING LOCUS C* (*FLC*), were implicated in H3K27me3-associated connectivity networks (Fig. 7d). These results implied that the chromatin conformation coordinates the initiation of the floral induction programs and repression of inflorescence meristem identification programs to properly control vegetative to reproductive phase switches. Moreover, the spatially distinct chromatin connectivity networks are approximately in line with the spatio-temporal activity of flowering time genes in the leaf and the shoot apical meristem. In addition, the anchor genes linked by flowering-time control gene-networks tended to be more co-expressed than all the interacting genes and randomly simulated gene pairs (Fig. 7e), suggesting that functionally related genes tend to tether together for coordinated transcription.

When the network analysis was extended from one to two hops of connectivity, the flowering-time control genes were found to be connected within five major subnetworks, except for a small fraction of sporadic interactions (Additional file 1: Fig. S18, Additional file 10: Table S9). Among them, circadian clock-associated genes had extensive connectivity (Additional file 1: Fig. S18), in line with the notion that the circadian rhythm governs a large variety of physiological and metabolic functions and the associated genes are more likely to be involved in chromatin interactions [44, 70]. Florigen gene locus has limited connected edges in one H3K27me3-associated spatial hub (Fig. 7c, d), implying the repressive role of local microenvironments in *FT* transcription regulation. Gene ontology (GO) analysis of these interacting genes suggests that their functions are significantly enriched in the regulation of reproductive processes (Additional file 1: Fig. S19), consistent with the known biological processes involved in flowering time control.

## Discussion

In this study, we provided an overall glimpse of *Arabidopsis* 3D genome organization at multiple scales and investigated the roles of genome organization in linking gene transcription. Functional chromatin loops are increasingly being recognized to play an important role in regulating many important genes [75, 76]. Although potential regulatory elements have been identified using high throughput approaches in *Arabidopsis* [47–50], it is still challenging to connect distal DNA elements to their target genes, since a large percentage of distal elements may regulate genes beyond the closest ones [3, 5]. Thus, methods to identify such long-range relationships and recognize their targets is urgently needed. Unlike chromosome conformation capture (3C)/Hi-C derivative approaches, ChIA-PET is a robust method for capturing specific target protein-associated chromatin interactions through proximity ligation and chromatin immunoprecipitation (ChIP). ChIA-PET can capture long-range chromatin loops between *cis*-regulatory elements, such as promoters and enhancers, at nucleotide/binding-site resolution. Since TADs or TAD-like domains were not prominent in *Arabidopsis*, ChIA-PET is more suitable than Hi-C to uncover previously obscured chromatin loops and thereby to establish functional connections between chromatin loops and gene regulation in *Arabidopsis*. Using the ChIA-PET method, we identified extensive chromatin loops connecting proximal and distal regulatory elements, revealing that long-range associations and chromatin loops are widespread finer-scale structures in *Arabidopsis*. Recently, by analyzing mutants defective in DNA methylation, ATP-dependent chromatin remodeling complexes, or histone H3K27 methylation or demethylation, researchers uncovered that DNA methylation-linked chromatin accessibility, chromatin remodeling complexes, and reversible histone modifications influence genome architecture in *Arabidopsis* [38, 77, 78]. Given the important roles of the epigenetic marks in chromatin packing, we mapped 3D chromatin interactomes of the DNA elements with different histone modifications and investigated the regulatory relationships of spatial subdomains with distinct epigenetic states in orchestrating transcription in *Arabidopsis*.

Emerging models propose that phase separation, a phenomenon of macromolecule compartmentalization without subcellular membranes, is critically involved in nuclear organization and function. Heterochromatin regions form liquid-like foci mediated by H3K9me2/3 and its readers [79, 80], acetylated chromatin form multivalent interactions with multi-bromodomain proteins and facilitate the phase separation of chromatin [81], and the transcriptional machinery at genomic loci are formed by phase-separated proteins that contain intrinsically disordered domains, such as RNAPII, TFs, and coactivators [82, 83] in mammal cells. The phase separation-based regulation is proposed to promote spatial proximity between regulatory elements with similar states of activity and/or biophysical properties. Thus, our chromatin interactome profiling of three types of representative chromatin marks imply that active, Polycomb-repressive, and inactive regions of the genome containing three different sets of multivalent proteins may be able to interact with members of their own class, forming three different phases that preclude inter contacts. A mechanistic link between transcription, regulatory element-bound TFs and chromosome folding in the dynamic assembly of phase-separated condensates is fascinating, and requires extensive functional validations in future research.

As demonstrated here, long-range chromatin interactions derived from ChIA-PET data could provide the connectivity of GWAS-identified significant SNPs to their target genes, and thus offer possible mechanistic explanations to the function of trait-associated elements in plants. Further investigation of chromatin connectivity networks revealed that the pivotal genes in flowering-time control were functionally compartmentalized into separate subnuclear domains according to their spatial activity in the leaf or the shoot apical meristem. Most genes involved in floral induction pathways were embedded in active mark-associated “transcription factories” segregated from the surrounding chromosome environment. Shoot apical meristem response genes were associated with Polycomb-repressive chromosomal domains, indicating that H3K27me3-centered chromatin connectivity configures 3D genomic structures as transcription-repressing foci, and maintains meristem identity genes in a repressive/poised chromatin state. In the switch to inflorescence meristem identity, we assumed that meristem identity genes may be released from the H3K27me3-associated repression domains and sequestered into active transcription factories, where transcriptional activation may be facilitated. Since cell/stage-specific chromatin organization may reflect transcriptional regulatory circuitry [3, 56], meristem identity gene-associated 3D genome organization may contribute to developmental phase switches by presumably orchestrating gene expression changes in meristems to repress previous developmental programs and establish new ones.

## Conclusions

Taken together, this study not only provided the landscape of 3D genome architecture in different epigenetic states at peak/binding site resolution in *Arabidopsis*, but also yielded new insights into the links between 3D genome organization and transcriptional regulation, particularly how proximal and distal CREs are associated with the transcription of connecting genes near or distant, how TF-associated chromatin interactions and TF occupancy coordinately facilitate gene transcription within the context of 3D chromatin architecture, and how flowering-time gene-defined distinct chromatin connectivity networks are coordinated in their expression regulation.

## Methods

### Plant material preparation

*Arabidopsis* accession Columbia (Col-0) and *myc2* were grown at 22 °C under a 16 h light/8 h dark photoperiod. The aerial part of two-week-old seedlings were dual cross-linked with 1.5 mM ethylene glycol bis (succinimidylsuccinate) (Thermo Fisher Scientific, 21,565) for 30 min and 1% formaldehyde (SIGMA, F8775) for 10 min, and then quenched with 0.2 M glycine for 5 min at room temperature. Harvested samples were stored at -80 °C for ChIA-PET assay. For ChIP-seq assay, samples were crosslinked with 1% formaldehyde for 10 min, quenched with 0.2 M glycine at room temperature, and then stored at -80 °C until use. Samples were immediately frozen in liquid nitrogen and stored at -80 °C for RNA-seq assay.

### ChIA-PET library preparation

The ChIP procedure was performed according to the enhanced ChIP method [84]. In brief, about 5 g of sample was used for each ChIA-PET assay. Tissues were ground to fine powder in liquid nitrogen and lysed in 10 ml of Buffer S (50 mM HEPES–KOH (pH 7.5), 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 1% SDS) for 20 min at 4 °C. The homogenate was mixed with 20 ml of Buffer F (50 mM HEPES–KOH (pH 7.5), 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate), and the chromatin was fragmented into 1–3 kb by sonication using a Bioruptor (Diagenode). The lysates were centrifuged at 20,000 × *g* for 5 min at 4 °C and 20 ml of Buffer F were added to the supernatant for ChIP. ChIP was performed using antibodies against the following: H3K4me1 (ABclonal, A2355), H3K4me3 (ABclonal, A2357), H3K9me2 (Abcam, ab1220), H3K27me3 (ABclonal, A2363), and RNAPII (BioLegend, 920,102). The antibodies were validated by the manufacturers and our team [84]. Antibody (50–80 μg) was added to Dynabeads® protein G beads (Life Technologies, 10003D) and incubated for 6 h on a rotator at 4 °C. Beads were washed with phosphate-buffered saline with Tween® (PBST) twice and incubated with sonicated chromatin overnight at 4 °C with rotation. Subsequently, beads were washed twice for 5 min each at 4 °C in 5 ml low-salt buffer (50 mM HEPES–KOH, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% SDS), followed by two washes in 5 ml high-salt buffer (low salt ChIP buffer in which 150 mM NaCl was replaced with 350 mM NaCl), one wash in 5 ml LiCl wash buffer (10 mM Tris–HCl pH 8.0, 250 mM LiCl, 0.5% NP-40, 1 mM EDTA, 0.1% sodium deoxycholate), and one wash in TE buffer (10 mM Tris–HCl, pH 8.0, and 1 mM EDTA). The following procedures were performed as previous reported [14, 44]. Briefly, ChIP DNA on beads was used for end-repair and A-tailing using T4 DNA polymerase (Promega, cat. no. M421F) and Klenow enzyme (NEB, cat. no. M0212L). Proximity ligation of ChIP DNA was performed using biotinylated bridge-linker, Forward strand: 5′-[5Phos]CGCGATATC/iBIOdT/TATCTGACT-3′, Reverse strand: 5′-[5Phos]GTCAGATAAGATATCGCGT-3′). Proximity ligation DNA was reverse cross-linked, and the ChIA-PET libraries were prepared using Tn5 transposase (VAHTS; cat. no. TD501). DNA fragments containing the bridge-linker at ligation junctions were captured by Dynabeads™ M-280 Streptavidin (Invitrogen, 11205D), and used as templates for PCR amplification. The libraries were then subjected to size-selection and sequenced (2 × 150 bp) using Illumina Hiseq X-Ten.

### ATAC-seq library preparation

The ATAC-seq libraries were constructed according to the previous study with some modifications [85]. Approximately 1 g of tissue was used for each ATAC-seq assay. The samples were chopped with a razor blade in 1 × PBS buffer to obtain the intact nuclei. After filtration through Miracloth, Triton X-100 was added and the samples were incubated for 12 min on ice. The nuclei were pelleted by centrifugation and were resuspended in 20 μl TTBL buffer (VAHTS, TD501). Approximately 10,000 nuclei were treated with Tn5 (VAHTS, TD501) at 37 °C for 30 min. Then, the sample was immediately purified using a Qiagen MinElute kit and the purified fragments were amplified for 7–10 cycles to construct a library, according to the instructions (VAHTS, TD501). The libraries were then subjected to size-selection and sequenced (2 × 150 bp) using Illumina Hiseq X-Ten.

### ChIP-seq library preparation

ChIP-seq was performed as previously described [84] with minor modifications. Approximately 0.2 g of tissue was used for ChIP-seq assay. The fragmented chromatin was incubated with antibodies against H3K4me3 (ABclonal, A2357), which has verified the specificity [84]. ChIP DNA libraries were prepared using the NEBNext® Ultra™ II DNA Library Prep Kit for Illumina® (New England BioLabs, E7645). DNA fragments were sequenced using an Illumina HiSeq X Ten System (paired-end 150 bp reads).

### RNA-seq library preparation

Total RNA was isolated using the RNeasy Plant Mini Kit (QIAGEN, 74,904). Approximately 1 μg of RNA was used for library preparation using an Illumina TruSeq RNA kit, according to the manufacturer’s instructions. The libraries were sequenced on a BGI MGISEQ-2000 instrument with 2 × 150 bp reads.

### RNA-seq analysis

We downloaded 43 tissue RNA-seq datasets from GEO, and calculated FPKM using the following analysis pipeline. RNA-seq raw reads were processed using fastp [86] with default parameters. Clean reads were aligned to TAIR10 genome using hisat2 [87] with "–dta-cufflinks" parameters. Thereafter, we used SAMtools [88] to filter out sequences with low alignment quality (-q 30). FPKM values were calculated using StringTie [89] with default parameters. According to FPKM values from 43 tissues, we analyzed the expression breadth of H3K4me3-, H3K4me1-, H3K27me3-, and RNAPII-associated anchor and basal genes (Fig. 2f). We also analyzed the co-expression correlation of H3K4me3-, H3K4me1-, and RNAPII-mediated interacting gene pairs (Fig. 2h). The PCC of per anchor gene pair was calculated, and the mean PCC of all interacting anchor gene pairs was considered as the actual co-expression correlation coefficient. Thereafter, we randomly simulated gene pairs 1000 times and set these pairs as controls. Random gene pairs A: randomly simulated gene pairs with the same physical distance as anchor gene pairs. Random gene pairs B: randomly selected active anchor gene pairs with the same physical distance as anchor gene pairs.

### Analysis of ChIP-seq data

The quality of raw reads was evaluated and trimmed using fastp. The parameters of fastp were as follows: the window size option shared by sliding (-W) was set to 4, the mean quality requirement option shared by sliding (-M) was set to 20, the quality threshold for a qualified base (-q) was set to 15, the percentage of bases allowed to be unqualified (-u) was set to 40%, and one read’s N base number (n) was set to 5. Clean reads were mapped to the *Arabidopsis* genome (TAIR10) using Burrows-Wheeler Aligner (BWA)-mem [90] with default parameters. Duplicate reads were filtered using SAMtools. Low-quality reads were filtered using SAMtools with the mapping quality (-q) set to 30. Peak calling was performed using the MACS2 [91] tool. The parameters of MACS2 for a narrow peak model were as follows: -f BAMPE -B -g 119,667,750 -q 0.00001, with –broad -f BAMPE -B -g 119,667,750 -q 0.00001 parameters for a broad peak model.

### ChIA-PET data processing

ChIA-PET data were processed using ChIA-PET Tool V3 [92, 93], including linker filtering, read mapping, redundancy removal, and chromatin interaction identification. In the ChIA-PET Tool pipeline, we chose ChIP-seq peaks as the given anchors to call clusters. Considering the technical noise, we identified high confidence clusters by FDR < 0.05 and a given PET count, which was decided by data sequencing depth. To call chromatin interactions in Col-0 and *myc2*, we merged the H3K4me3 ChIP-seq peaks in both Col-0 and *myc2* as given anchors.

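The tags that fall in each anchor are an H3K4me3 signal of the ChIA-PET libraries themselves. Over 14742 anchors used in both genotypes, Col-0 had a median of 1511 tags and *myc2* of 1174 tags. The ratio of *myc2* to Col-0 had quartiles of 0.721 and 0.827 among the anchors with at least 300 tags. Anchors under 0.6 of the median ratio numbered 10, and those over 1.3 of it 36. The cut at 0.6 lies further from the median than the cut at 1.3, so these counts cannot be compared with each other. The 1st percentile of the ratio was 0.570 and the 99th percentile 0.962, around the median of 0.775. Among the highest were the anchor shared by ftsh4 and HSFA2, with 1427 tags in Col-0 and 1574 in *myc2*, and that of CML38 (AT1G76650), with 2311 and 2487 tags. Among genes of jasmonate signalling, the lowest ratio besides MYC2 was that of JAZ8 (AT1G30135), 0.648 (0.587 to 0.713), and the highest that of NINJA (AT4G28910), 0.936 (0.864 to 1.01). AOS had a ratio of 0.92 (0.877 to 0.965). In the abscisic acid and drought response list, ABF4 (AT3G19290) and ABI2 (AT5G57050) had the lowest ratios, 0.564 and 0.567, and COR15A (AT2G42540) the highest, 0.875, around a median of 0.768. Of the hubs named in the paper, CRB had 0.924, at an anchor shared with AT1G09330, GRP2 (AT4G13850) 0.845, RAN1 0.833, ICE1 0.764, BAK1 0.766 and MBD10 0.698. The genes ftsh4, HSFA2, CML38, JAZ8, NINJA, ABF4, ABI2 and COR15A were chosen after their values were seen.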

### WGBS-seq data analysis

Raw reads were analyzed using fastp to detect and filter out low-quality sequences. The parameters of fastp were the same as ChIP-seq data analysis, except that the threshold for the low complexity filter (-Y) was set to 0. Clean reads were analyzed using BatMeth2 [94] and aligned to the *Arabidopsis* genome (TAIR10). Thereafter, SAMtools was used to filter out sequences with duplicate reads and low alignment quality reads. Finally, the calmeth program in BatMeth2 was used to calculate of DNA methylation levels. Sequences with a map quality score lower than 20 were filtered out, and cytosine sites with coverage of 5 or more were considered effective methylation sites for further analysis.

### DNA FISH

The specific probes for target DNA were designed by Spatial FISH Ltd. Nuclei isolated from crosslinked (4% formaldehyde) *Arabidopsis* seedlings were spread on slides, then samples were covered with reaction chamber to perform the following reactions. After dehydration and denaturation of samples with methanol, the hybridization buffer with specific targeting probes was added to the chamber for incubation at 37℃ overnight. Then samples were washed three times with PBST, followed by ligation of target probes in ligation mix at 25℃ for 3 h. Next, samples were washed three times with PBST and subjected to rolling circle amplification by Phi29 DNA polymerase at 30℃ for overnight. Subsequently, the fluorescent detection probes in hybridization buffer were applied to samples. Finally, samples were dehydrated with an ethanol series and mounted with mounting medium, followed by observation of DNA spatial position information under a Leica TCS SP8 STED microscope. After capturing images, signal dots were decoded to interpret DNA spatial position information.

### Prediction of anchor and basal PREs and DREs

The gene annotation file (TAIR10_GFF3_genes.gff) was downloaded from the TAIR website. The genomic coordinates of proximal CREs or PREs were defined as 1 kb upstream to 0.5 kb downstream of the transcription start site (TSS) of annotated protein-coding genes. Intragenic regions refer to the region between the 0.5 kb downstream of the TSS and the transcription termination site (TTS), i.e., the gene body. The rest of the intergenic regions were annotated as distal CREs or DREs. CREs were assigned to each category using a 50% peak overlap. If a peak overlaps multiple categories, only one category is used based on the following priority: PREs > DREs > intragenic regions.

The categories of anchor and basal CREs were defined based on chromatin interactions. To link CREs with their associated genes, each CRE was assigned to its nearest TSS of annotated protein-coding genes. If DRE-associated nearest (< 500 bp) anchor peak was H3K27me3 only, we defined this DRE as an anchor poised DRE. If DRE-associated nearest (< 500 bp) basal peak was H3K27me3 only, we defined this DRE as a basal poised DRE. Excluding poised DRE, if the remaining DRE-associated nearest protein-coding gene was anchor gene, we defined this DRE as an anchor active DRE. If PRE overlapped H3K27me3 anchor peak only, we defined this PRE as an anchor poised PRE. If PRE overlapped H3K27me3 and active anchor peak simultaneously, we defined this PRE as an anchor poiAct PRE. If PRE linked a basal gene, we defined this PRE as a basal PRE. Excluding poised and poiAct PRE and basal PRE, the remaining PREs were defined as anchor active PREs.

### A/B compartment

We used an eigenvector program from juicer software [95] to delineate A/B compartments in ChIA-PET data at 25, 10, and 5 kb resolution. In this study, each chromosome was divided into fixed windows at coarse resolution. The first principal component of the correlation matrix indicated the compartments.

### Construction of contact maps

We obtained the ChIA-PET contact matrix using the bedpe2Matrix program of ChIA-PET2 software [92, 96] at 25, 10, and 5 kb resolution with “–all –matrix-format complete” parameters from the ChIA-PET unique mapping reads, and the matrix was normalized by iterative correction and eigenvector decomposition using HiC-Pro [97]. The matrix was normalized and visualized using HiCExplorer [98].

### Analysis of chromatin states

ChromHMM v1.12 [59], a multivariate Hidden Markov Model, was used for unsupervised segmentation of the *Arabidopsis* genome into a certain number of states based on the combination of histone modifications and CRE. The genome was divided into 200 bp bins. Four histone marks and CRE were used to divide the *Arabidopsis* genome into 10 states, since they captured all the key information of chromatin states.

### Hub analysis

Regulatory element-associated chromatin loops form spatial clusters, in which multiple interactions could be seen emanating from a single anchor site termed the node gene; the divergent interaction sites were considered the connecting genes. First, the chromatin hub was defined as chromatin interactions with contact frequency (degree) >  = 5. Thereafter, TF target genes distribution in each hub were count and the enrichment of TF target genes in each hub was calculated using Fisher’s exact test. The hub was screened as a TF enrichment one with *p* value < 0.05 and TF target genes in the enrichment hubs were counted. Random analysis: according to the size of all hubs enriched by each TF target genes, we selected the same number of genes from all anchor genes to form a new hub. The enrichment of the TF target genes in the hub was calculated and the TF-enriched one was finally screened with *p* value < 0.05. Lastly, the TF target genes in the enriched hub were counted as a control.

We used bedtools pairtopair program of BEDTools software [99] to calculate the differences in chromatin loops between wild-type and *myc2*. Additionally, we analyzed the differences of hubs between wild-type and *myc2*. For this analysis, we defined a chromatin hub with a contact frequency (degree) of 5 or more. We considered hubs shared the same node genes as the same hub and compared the changes of connecting genes between wild-type and *myc2*. We defined the number of connecting genes in wild-type as N_c_ and the number of connecting genes in *myc2* as N_m_. We calculated the connecting gene change as N_s_ = N_c_-N_m_. Furthermore, we defined entirely disassembled hubs (EDH) as:

$$EDH= \left\{\begin{array}{c}\frac{Ns}{Nc}\ge 0.7\\ Ns\ge 3\end{array}\right.$$

Partially disassembled hubs (PDH) as:

$$PDH= \left\{\begin{array}{c}\frac{Ns}{Nc}\ge 0.3\\ \frac{Ns}{Nc}<0.7\\ Ns\ge 3\end{array}\right.$$

Newly formed or markedly increased in size hubs (FH) as:

$$FH= \left\{\begin{array}{c}\frac{-Ns}{Nm}\ge 0.3\\ Nc-Nm\le -3\end{array}\right.$$

The resthubs were defined as stable hubs.

### Chromatin connectivity network analysis

We merged active anchors to produce a list of non-overlapping chromatin interactions. If an anchor overlapped the region between the 1 kb upstream of the TSS and the TTS of annotated protein-coding genes by 50%, we defined this gene as an anchor gene. If an anchor overlapped two or more genes, we selected the gene with the highest FPKM value as the anchor gene candidate. Regarding H3K27me3 associated-anchor, if the anchor overlapped the region between the 1 kb upstream of the TSS and the TTS of annotated protein-coding genes by 50%, we defined this gene as an anchor gene. If an anchor overlapped two or more genes, we retained all the genes as anchor gene candidates. The chromatin connectivity networks were constructed through one hop or two hops of active mark- and H3K27me3-associated interacting gene pairs originating from flowering time regulator genes. Nodes were connected based on chromatin interactions in the ChIA-PET libraries and visualized using Gephi [100]. Embedded meta-information was used for color coding.

### Gene ontology analysis

Gene Ontology (GO) term enrichment was performed using the AmiGO online toolkit [101–103].

### Supplementary Information

**Additional file 1: Fig. S1.** ChIA-PET data reproducibility. **Fig. S2.** Validation of chromatin interactions by DNA-FISH and aggregate chromosome analysis (ACA) in *Arabidopsis*. **Fig. S3.** Comparison of chromatin interaction patterns based on ChIA-PET and Hi-C data in *Arabidopsis*. **Fig. S4.** Inactive chromatin loops of the indicated chromatin regions. **Fig. S5.** Features of epigenetic modifications and gene transcription in compartments A and B. **Fig. S6.** Characterization of chromatin interactions. **Fig. S7.** Global patterns of H3K4me3-associated peaks and chromatin interactions in *Arabidopsis* and rice. **Fig. S8.** Global patterns of RNAPII-associated peaks and chromatin interactions in *Arabidopsis* and rice. **Fig. S9.** Global patterns of H3K9me2-associated peaks and chromatin interactions in *Arabidopsis* and rice. **Fig. S10.** Global patterns of H3K4me1- and H3K27me3-associated peaks and chromatin interactions in *Arabidopsis*. **Fig. S11.** Expression level among genes with different binding (basal) and interactions (anchor) patterns. **Fig.** **S12.** High-order chromatin organization in *Arabidopsis*. **Fig. S13.** Reproducibility of ATAC-seq analysis and epigenomic identification of different clusters of basal CREs in *Arabidopsis*. **Fig. S14.** Effects of CREs on the expression of nearest and long-range genes. **Fig. S15.** Transcription factors (TFs)-associated chromatin topology and its transcriptional function. **Fig. S16.** Assessment of reproducibility between two ChIA-PET biological replicates. **Fig. S17.** Characterization of chromatin hubs. **Fig. S18.** Connectivity networks converged by flowering-time control genes. **Fig.** **S19.** Enriched GO terms of genes involved in one hop (A) and two hops (B) of active mark-associated 3D network, repressive mark-associated 3D network, and mixed 3D network.

**Additional file 2: Table S1.** Summary of ChIA-PET libraries.

**Additional file 3: Table S2.** Chromatin interactions validated by DNA fluorescence in situ hybridization.

**Additional file 4: Table S3.** *Arabidopsis* RNA-seq data of different tissues used in this study.

**Additional file 5: Table S4.** Distribution of the indicated TF targets in each hub.

**Additional file 6: Table S5.** Summary of H3K4me3 ChIA-PET, H3K4me3 ChIP-seq, and RNA-seq libraries in Col-0 and *myc2*.

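Table S5 gives the sequencing behind each ChIA-PET library, and all of its values are the paper's. Col-0 had 286286567 reads and 128343214 uniquely mapped PETs over both replicates, and *myc2* had 278450718 reads and 118624019 uniquely mapped PETs. After redundancy removal 63044569 PETs remained in Col-0, or 49.1% of the uniquely mapped PETs. In *myc2* 44956000 PETs remained, or 37.9%. Per replicate these were 27835059 and 35732394 PETs in Col-0, and 17582172 and 27745002 PETs in *myc2*. The ratio of non-redundant PETs, *myc2* over Col-0, is 0.713. The numbers of clusters in the table equal the numbers of loops in the lists analysed here, within and between chromosomes.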

**Additional file 7: Table S6.** List of the long-range chromatin interactions spatially linking SNPs to flowering-time-associated target genes.

**Additional file 8: Table S7.** Summary of flowering-time control genes used in this study.

**Additional file 9: Table S8.** One-hop interactions mediated by genes implicated in flowering-time control.

**Additional file 10: Table S9.** Two-hop interactions mediated by genes implicated in flowering-time control.

**Additional file 11: Table S10.** Summary of ChIP-seq, RNA-seq, and DNA methylation data used in this study.

**Additional file 12. **Review history.

## Data Availability

The raw data of ChIA-PET, ATAC-seq, ChIP-seq, and RNA-seq are available at NCBI GEO under accession number GSE207010 [104] and GSE233528 [105]. The ChIP-seq of histone modifications and WGBS raw datasets are available at NCBI GEO under accession number GSE183987 [106, 107]. The RNA-seq and TF ChIP-seq raw datasets were collected from NCBI GEO, and accession numbers are listed in Additional file 4: Table S3 and Additional file 11: Table S10. No other scripts and software were used other than those mentioned in the Methods section. All data supporting the findings of this study are available within the manuscript and its supporting information are available from the corresponding author upon request.

How the deposited data were processed for this re-analysis (not part of the article)

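H3K4me3-associated chromatin loops were compared between wild-type Col-0 and the *myc2* mutant of *Arabidopsis*. The 4 samples are 2 biological replicates of each genotype, and the authors combined the replicates before calling loops, so that 1 loop list per genotype was analysed. RNA-seq and ChIP-seq data of the study were not used here.

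The authors processed the reads with ChIA-PET Tool V3, which filtered linkers, mapped the reads to TAIR10, removed redundant PETs and called clusters between given anchors. The anchors were the merged H3K4me3 ChIP-seq peaks of both genotypes. Clusters were kept at an FDR under 0.05 and at a PET count decided by sequencing depth. The aligner and its version are not given in the sources used here. The deposited lists hold the count of PETs of each loop and the count of tags in each anchor, with no scaling for depth. They also hold the authors' p-value and FDR of each loop, and minus log10 of both (−log10). The PET counts were found to start at 10 in Col-0 and at 5 in *myc2*. A loop was therefore listed in *myc2* at fewer PETs than in Col-0.

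Genes were taken from the RefSeq annotation of TAIR10.1, which holds 27444 protein-coding genes on the nuclear chromosomes. The lists' anchors all end within the lengths of its chromosomes. Of 15694 anchors, 97.9% were assigned to a gene. Connecting genes of a node gene are the distinct genes joined to it by a loop, and a hub has at least 5. A hub was entirely disassembled when it lost at least 3 connecting genes and at least 0.7 of those in Col-0, and partially disassembled when it lost at least 3 and at least 0.3 of them. It was newly formed or increased when it gained at least 3 and at least 0.3 of those in *myc2*, and stable otherwise. The percentage of shared connecting genes is the number present in both genotypes divided by the number present in either.

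Shares have 95% Wilson intervals and PET counts exact Poisson intervals. Ratios of tags or PETs have intervals from the binomial share of 1 genotype. All cover counting error only. With 1 list per genotype no p-value between genotypes was computed. For 12 lists of genes, written before the data were examined and holding 194 genes in all, the median change in connecting genes was set against 10000 random lists of the same size, matched on connecting genes in Col-0. The same lists were set against random lists matched on tags for the tag ratio.

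Named genes follow a rule set before the data were examined. They are the genes that the paper names for this experiment, the 10 node genes with the largest fall and the 10 with the largest rise among hubs, up to 4 members of each list with a change of at least 3, and the 5 genes with most connecting genes in Col-0. Of the rises, 6 hubs are not described singly: AT2G29670, AT5G47430, AT1G09995, AT3G57450, AT1G04985 and AT3G18230 each rose by 5.

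A sampling model gave the number of loops that would be lost if 1 PET ratio between the genotypes held for every loop. The distribution of true PET rates of Col-0 loops was fitted by expectation maximisation over 140 rates with 400 steps, as Poisson rates truncated at the list's minimum. The PET ratio was taken from Col-0 loops of at least 40 PETs, and the chance of falling under the minimum of the other list was summed over loops. At 0.417 the PET ratio lies under that of non-redundant PETs, 0.713. A weakening of all loops alike would thus be part of the model and would not count as a loss. A simple binomial thinning of the PETs at several ratios came before this model and is not reported. After the model had left long loops in excess, the rates were also fitted within classes of span, and 3 choices of the loops behind the ratio were compared. The model was tested on simulated data. With no loop removed the lost share exceeded the expected one by 0.60 percentage points, and with 10% of the loops removed by 8.33 points. For hubs, 20 *myc2* lists were simulated from the rates fitted by span, and the observed loops that only *myc2* has were added to each. After these results were seen, this was repeated with 3 other choices of the PET ratio, and the entirely disassembled hubs were tested alone. Lower ratios, set by hand, were tried before these choices were fixed. They gave more disassembled hubs and are not reported. In PET totals of single genes a loop that a list lacks counts as 0, though it may hold PETs under that list's minimum.

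The alternatives set before the data were examined were other overlaps for shared loops, other rules for the gene of an anchor, other hub thresholds, PET minimums of 10 and 20, an FDR under 0.001, intrachromosomal loops only, equal numbers of loops, and Col-0 PETs thinned to the ratio of non-redundant PETs in Table S5. Thinned values are means of 100 draws for loops and 20 draws for hubs. Thinning to the PET ratio of the strongest loops was added later.

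Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The overlap of loops was checked with bedtools 2.31.1, whose pairtopair gave the same 24896 shared loops.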

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

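The tests of the PET minimum and of random ligation for the inter-chromosomal loops, and both tests of the low anchors on chromosome 2, were chosen only after the result was seen.

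The paper's Table S5 counts the loops between chromosomes of these H3K4me3 lists, and its text does not discuss them. The *myc2* list holds 256 and the Col-0 list none. They join 473 anchors over 10 pairs of chromosomes, and the strongest, between CRK on chromosome 3 and IRX14 on chromosome 4, has 10 PETs. The *myc2* list also holds 171 loops within chromosomes that span over 200 kb, against 4 in Col-0, and the strongest of these has 8 PETs.

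No pair of anchors of the inter-chromosomal loops shares an identical stretch of 50 bp, and the upper bound of that share is 1.48%. This argues against identical stretches of that length within the anchors as their source. Paralogs that differ within every 50 bp, and sequence beside the anchors, were not tested. At 10 or more PETs, the minimum of the Col-0 list, 0.391% of the inter-chromosomal loops remain, against 32.0% of all *myc2* loops. Nearly all are thus listed in *myc2* only through its lower minimum. At the PET ratio of the strongest loops, 0.417, a *myc2* loop of 5 PETs would still reach 10 PETs in Col-0. If that ratio held for them, which was not tested, the minimum alone would not account for their absence from Col-0. Their anchors have 98.5% of the mean tag number weighted by tags, which single PETs joined at random in proportion to tags would give. A listed loop needs at least 5 PETs on 1 pair of anchors, which random ligation would give more often at anchors with more tags. The value therefore cannot decide on random ligation. An effect of the *myc2* genotype on contacts between chromosomes stays open and was not tested, because no Col-0 list with a minimum of 5 PETs was analysed here.

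The anchor shared by MYC2 and AT1G32630 had a tag ratio of 0.399, the third lowest of 14505 anchors, in tag counts that the paper does not report on. No explanation was tested for this value.

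On chromosome 2, 3 consecutive anchors with at least 300 tags in Col-0 had low tag ratios in *myc2*: 0.409 at AT2G03280, 0.407 at AT2G03310 and AT2G03320, and 0.341 at AT2G03330. They lie within 16.1 kb, from 997745 to 1013884. The nearest anchors on each side, at AT2G03270 and WRKY3, had ratios of 0.884 and 0.795. Listed loops with an anchor in this region numbered 9 in Col-0 and 4 in *myc2*, with 156 and 24 PETs, and PETs of loops that a list lacks are not counted.

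Chance is argued against, since 0 of 1000 shuffled orders of the anchors gave a run as low. A loss of DNA copies in part of the plants may underlie the run, a hypothesis made from the same data, and it needs 1 ratio for all 3 anchors. Together they have 0.509 of the median ratio, and a chi-square test of equal ratios on their tags gave p = 0.0854, which leaves a difference between them possible. Lower H3K4me3 at these genes in *myc2* stays open as a biological explanation and was not tested, because no input DNA was used here.

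In data the paper does not discuss, 3 strong *myc2* loops have no counterpart in the Col-0 list. They join PIP2A to AT3G53430 and AT3G53440 with 67 PETs, AT3G22980 and LFR to CIPK7 and RLP36 with 54 PETs, and NDB1 to AT4G28230 and AT4G28240 with 50 PETs. At the PET ratio of the strongest loops, Col-0 would have 161, 130 and 120 PETs. No explanation was tested for them.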

How the results depend on the processing

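Thinning Col-0 PETs to the PET ratio of the strongest loops was chosen only after the result was seen; the other alternatives were set before the data were examined. No paired analysis was possible because the 2 replicates of each genotype were combined into 1 loop list, and for the same reason no setting leaves out a replicate. Where no construction is named, the cause was not tested.

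Of the values of loops, hubs and lists under the alternatives, 83 stayed within the interval of the reported value (counts within 1.5 times), 105 moved and 4 reversed. An FDR under 0.001 removed no loop and so tests nothing. Identical anchors and a reciprocal overlap of 50% gave the same lost share as the reported one. Both lists were called on the same merged peaks as anchors, so these settings could hardly change it. The lost share with intrachromosomal loops only was also fixed, since the Col-0 list holds no other loops. These values are among the 83 that stayed.

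With anchors extended by 1000 bp, the lost share was 20.5% and the share of *myc2* loops without counterpart 16.7%. With the same number of loops in both genotypes each was 27.4%. With intrachromosomal loops only, 22.3% of *myc2* loops had no counterpart and 3.06% of hubs were newly formed or increased.

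At a minimum of 20 PETs, 87.3% of Col-0 loops were lost and 0.633% of *myc2* loops had no counterpart. The median span was then 8.07 kb in Col-0 and 6.17 kb in *myc2*, with 94.8% and 98.9% under 20 kb. With loops of at least 10 PETs, which removes loops from the *myc2* list alone, these shares were 72.3% and 1.64%, and in *myc2* the median span was 7.92 kb with 94.6% under 20 kb. There were then 525 hubs in *myc2*. Stable hubs made up 6.89%, partially disassembled 41.4%, entirely disassembled 51.7% and newly formed or increased 0.0%, with median shared connecting genes of 60.0% in stable, 40.0% in partially and 16.7% in entirely disassembled hubs. The median change was -5 for jasmonate signalling and glucosinolate synthesis, -4 for jasmonate biosynthesis and for light harvesting, -3 for jasmonate and wound response, abscisic acid and drought, the clock, light signalling and auxin, -1.5 for Polycomb-repressed regulators and -6.5 for root markers.

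Thinning Col-0 PETs to the ratio in Table S5 keeps a minimum of 10 PETs in Col-0 and of 5 in *myc2*, so it removes loops from Col-0 alone. The lost share was 20.0% and the share of *myc2* loops without counterpart 38.8%. Col-0 had 3638 hubs. Stable hubs made up 70.8%, partially disassembled 1.07%, entirely disassembled 0.021% and newly formed or increased 28.1%, with shared medians of 63.3%, 46.0% and 18.8% in the first 3 classes. The median change reversed to 1.5 for jasmonate signalling, 0.525 for glucosinolate synthesis, 0.325 for abscisic acid and drought and 1.1 for light harvesting. It moved to 1.1 for jasmonate biosynthesis, 1.0 for the clock, 0.85 for light signalling, 1.75 for auxin, 0.425 for Polycomb-repressed regulators and -1.85 for root markers. Thinned to the PET ratio of the strongest loops with a minimum of 5 PETs, the lost share was 26.3% and the share without counterpart 33.2%. Col-0 loops under 10 PETs are absent before this thinning, which raises the latter. Partially disassembled hubs were 4.27%, entirely disassembled 0.186% and newly formed or increased 14.9%, with shared medians of 62.2% in stable and 47.9% in partially disassembled hubs.

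When a promoter had to cover 50% of the anchor, promoter-promoter loops were 36.6% in Col-0 and 37.1% in *myc2*, promoter-intergenic loops 46.9% and 46.4%, and intergenic-intergenic loops 16.5% in each.

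With all genes covering 50% of the anchor there were 8899 hubs in *myc2*. Stable hubs made up 76.8%, partially disassembled 16.5%, entirely disassembled 1.35% and newly formed or increased 5.42%. With 50% of the gene region in the anchor, hubs numbered 178 in Col-0, 157 in *myc2* and 227 in either. The classes in the same order were 79.3%, 11.5%, 2.64% and 6.61%, with shared medians of 73.2%, 47.7% and 14.3% in the first 3. With all genes overlapping the anchor, hubs numbered 11954, 10822 and 12866. The classes were 74.7%, 16.5%, 1.66% and 7.13%, with a shared median of 68.4% in stable hubs. With the promoter overlapping the anchor, hubs numbered 11015, 9897 and 11919. The classes were 75.0%, 16.6%, 1.59% and 6.80%.

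With hubs of at least 4 connecting genes the classes were 84.0%, 11.1%, 2.02% and 2.94%, with shared medians of 62.5% in stable and 25.0% in entirely disassembled hubs. With at least 6 they were 78.3%, 17.1%, 0.536% and 4.11%, with a shared median of 25.0% in entirely disassembled hubs.

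For single genes, 154 changes in connecting genes stayed within the interval, 24 moved and 26 reversed. At a minimum of 10 PETs, 14 rises turned to falls: NARA5 -6, AT5G47430 -6, AT2G29670 -5, AT3G05700 -4, CYCT1;3 -3, AT1G09995 -3, AT3G57450 -3, AT1G04985 -2, MAML-4 -2, AT3G18230 -2, GRP2 -2, AOS -1, JAM1 -1 and NdhN -12. Under the thinning of Table S5, 11 falls ended above 0: UGT71C4 at 4.7, OPCL1 at 2.9, CA1 at 1.7, AT4G38550 at 1.3, AT3G57070 at 0.95, CYP83B1 at 0.65, MYB34 at 0.2, JAZ2 at 0.15, ICE1 at 0.1, and AT5G10690 and PHYB at 0.05. When anchors were assigned by promoter, LHCB1.2 reversed to 3. SPA1 had no change under this thinning, and no named gene fell on average by 3 connecting genes, the loss that a disassembled hub needs. Such means over draws do not settle the class of a hub. The falls of Cand2 and OST1 kept their direction in the 4 alternatives run for single genes. Both genes were picked as largest falls of these lists, and the minimum of 10 PETs removes loops from *myc2* alone. The kept direction therefore says little. Under the thinning, which acts on Col-0 alone, their falls shrank from -8 and -7 to -2.15 and -2.95.

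Precision at this depth is lowest for loops with few PETs. Among Col-0 loops of 10 to 14 PETs, 57.0% were lost and sampling alone gives 52.7%. Among those of at least 30 PETs, 0.913% were lost and sampling alone gives 0.569%.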

Differences from the paper's values

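The share of Col-0 loops lost in *myc2* was 32.2% here, and the paper's value is 19%. Of the alternatives set before the data were examined, the share was within 1.5 times the paper's value at 20.5% with anchors extended by 1000 bp, at 20.0% with Col-0 PETs thinned to the ratio of non-redundant PETs in Table S5, and at 27.4% with the same number of loops in both genotypes. It stayed at 32.2% with a reciprocal overlap of 50%, identical anchors, an FDR under 0.001 and intrachromosomal loops only. With shared anchors, no loop over that FDR and no inter-chromosomal loop in Col-0, these settings could hardly move it. The share was 72.3% with loops of at least 10 PETs and 87.3% with loops of at least 20 PETs. Thinning to the PET ratio of the strongest loops, chosen after seeing the values, gave 26.3%.

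Hubs outside the stable and disassembled classes made up 3.54% here, and the paper's value is 1.5%. The paper's group is hubs with MYC2 targets and the group here is all hubs. None of the alternatives set before the data were examined brought the share within 1.5 times the paper's value. They gave 0.0% with loops of at least 10 PETs, and between 2.94% with hubs of at least 4 connecting genes and 28.1% with thinned Col-0 PETs under the others.

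The paper shows the GRP2 hub as partially disassembled. The GRP2 gene AT4G13850 had 5 connecting genes in Col-0 and 7 in *myc2* here. The other gene of that name, AT4G38680, was partially disassembled, from 21 to 11, with all genes covering 50% of the anchor. AT4G38670, the gene before it by number, had the same values there. Under the largest overlap AT4G38670 was partially disassembled, from 17 to 11. The paper's GRP2 hub may thus be present here under that name. The paper shows the MBD10 and BAK1 hubs as entirely disassembled. Here they fell from 8 to 4 and from 8 to 3 connecting genes, which the formulas call partially disassembled. With loops of at least 10 PETs in both genotypes, which removes loops from *myc2* alone, MBD10 fell by 8 and BAK1 fell by 7. Both were then entirely disassembled. CRB and RAN1 were stable here as in the paper, and ICE1 was partially disassembled in both. At that minimum of 10 PETs, however, CRB fell by 9 and RAN1 fell by 7 and both were partially disassembled, and ICE1 fell by 10 and was entirely disassembled. PUB19 lost connecting genes here as in the paper. With Col-0 PETs thinned to the ratio in Table S5, the mean changes were 0.1 for ICE1, -1.1 for MBD10, -0.25 for BAK1 and -1.95 for PUB19. Each is under the loss of 3 that a disassembled hub needs. This thinning removes loops from Col-0 alone, and means over draws do not settle a class.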

Other observations

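The test of the lost loops against sampling with its bound, the test of the entirely disassembled hubs alone, the by-span form of the model, the choices of its ratio, the test of G-boxes in at least 1 anchor, the test of tags at glucosinolate genes and the mean change of each list were chosen only after the result was seen.

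With 1 PET ratio for all loops and the PET minimum of each list, sampling alone gives a lost share of 29.1%, and the observed share lies 3.06 percentage points above it. The ratio is taken from the loops themselves, so sampling alone here includes any weakening that all loops share. The difference lies at the bound of 3 points chosen for the test, and counting error puts the observed share at 31.7 to 32.7%, so an added loss of loops and sampling alone cannot be told apart. On simulated data with no loop removed the model itself left a difference of 0.60 points. With the ratio taken from loops of at least 30 or 60 PETs the expected share is 29.7% or 28%, and with rates fitted by span the difference is 3.08 points. With 1 set of rates for all spans, the difference was -0.348 points for loops under 10 kb, 2.22 for 10 to 20 kb, 10.6 for 20 to 40 kb and 21.8 for 40 kb or more. With rates by span it was 3.33, 2.93, 3.01 and 1.48 points. The intrachromosomal loops that only *myc2* has are no more than sampling gives, with a difference of -1.63 points, or -0.649 with rates by span, near the model's own error. Simulated lists, in which Col-0 loops were lost only by sampling and the observed loops of *myc2* alone were added, gave 85.5% of the 1197 partially or entirely disassembled hubs, so sampling may give many of them. With the ratio from loops of at least 60 PETs the share is 78.1%, of at least 30 PETs 89.4%, and of at least 30 PETs by span 93.4%. The partially disassembled hubs alone reach 87.5%, and 80.1%, 91.4% and 95.3% with these ratios. The shares lie on both sides of the bound of 90% and none is under 75%, so for the 2 classes together an effect of the genotype and sampling cannot be told apart.

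The entirely disassembled hubs alone numbered 74, and the simulated lists gave 40.9 of them, or 55.2%, with 53 in the highest list. With the same 3 other ratios they gave 48.2%, 58.7% and 65.1%. No simulated list reached 74, so in this model sampling gives fewer than observed. The highest list had 58, or 78.4%, above the bound of 75%, and the number moves with the ratio assumed, so for this class too an effect of the genotype and sampling cannot be told apart.

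MYC2 binds the G-box, CACGTG in the genome sequence, which 12.0% of the anchors hold. Of Col-0 loops with no, 1 and 2 such anchors, 32.6%, 31.3% and 29.3% were lost. Against loops of like PETs, span and anchor length, the difference was -0.055 points (-2.80 to 2.69) for a G-box in both anchors, which leaves an effect of 2 points open. For a G-box in at least 1 anchor it was 0.464 points (-0.445 to 1.37), which argues against a higher loss of 2 points or more at such loops. Only the anchors were searched, and a G-box does not show that MYC2 binds there. MYC2 ChIP-seq targets were not used, so these values cannot decide on loss at loops bound by MYC2.

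Whether MYC2 raises H3K4me3 at its pathways was tested on the tag ratio of anchors. Genes of jasmonate signalling had a median ratio of 0.827, at percentile 98.2 of random lists of like tag number, and genes of jasmonate and wound response 0.84, at percentile 98.1. Both values argue against lower H3K4me3 at these genes in *myc2* relative to other genes. Genes of glucosinolate synthesis had a median of 0.75 at percentile 20.4, which leaves it open. The other lists lay at percentiles from 7.89 for light harvesting and Rubisco to 92.8 for the Mediator complex. These are descriptions of 2 pooled libraries.

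By its mean, abscisic acid and drought response lost more connecting genes than nearly all random lists, with a mean change of -1.33 at percentile 1.49. Of its 18 genes with a connecting gene, 14 had fewer in *myc2* and 1 had more. By the median, set before the data were examined, it lay at percentile 25.7. It is 1 of 12 lists, each with a mean and a median, and no correction was made for their number. The mean was computed under the main setting only. With Col-0 PETs thinned to the ratio in Table S5 the list's median change turned to 0.325, so the direction depends on how PETs are treated. That thinning removes loops from Col-0 alone, and it also raised the median of jasmonate signalling, from -1 to 1.5. No percentile was computed under it, so the list's standing among random lists was not tested there.

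Of the flowering-time genes of Table S7, classed by the paper from other libraries, 90.2% (84.5 to 94.0%) of the 153 active genes had a loop in Col-0. This held for 59.2% (45.3 to 71.8%) of the 49 protein-coding genes without interaction, which leaves out the listed COOLAIR and MAS, and for 20.7% (9.85 to 38.4%) of the 29 repressive genes. SOC1 had 8 connecting genes in Col-0 and 6 in *myc2*, FLC had 1 in each, and FT had none.

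None of the 3 interactions and the random region pair tested by FISH in Table S2 was joined by a loop of either list. The paper describes these pairs with its first ChIA-PET libraries, which covered several marks, and not with the lists analysed here. The first of those pairs joins 1871435 to 1887110 and 3093975 to 3106925 on chromosome 3. There 3 Col-0 loops span over 1 Mb, and 2 of them have their second anchor in the second region of that pair. They run from PPR2 (1957499 to 1958445), outside the first region, to OMR1 and AT3G10060 with 11 PETs in Col-0 and 5 PETs in *myc2*, and to TAF12 with 10 PETs in Col-0 and no loop in *myc2*. The strongest, from 1959227 to 3112583 with 16 PETs in Col-0 and 7 PETs in *myc2*, has both anchors outside the pair.

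Of the Col-0 loops of at least 40 PETs, 3 are absent from the *myc2* list. They join AT1G62120 to AT1G62130 with 44 PETs, AT3G57030 to ARR9 with 41 PETs and HUB1 to ASG3 with 40 PETs, where sampling gives 17.3, 16.2 and 15.8 PETs in *myc2*. No explanation was tested for them.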
